# A role for the transcriptional coregulator RIP140 in the control of muscle endurance fitness

**DOI:** 10.1172/jci.insight.192376

**Published:** 2025-10-21

**Authors:** Elizabeth Pruzinsky, Kirill Batmanov, Denis M. Medeiros, Sarah M. Sulon, Brian P. Sullivan, Tomoya Sakamoto, Teresa C. Leone, Tejvir S. Khurana, Daniel P. Kelly

**Keywords:** Metabolism, Muscle biology, Mitochondria, Skeletal muscle, Transcription

## Abstract

Poor skeletal muscle fitness contributes to many chronic disease states, including obesity, heart failure, primary muscle disorders, and age-related sarcopenia. Receptor-interacting protein 140 (RIP140) is a striated muscle–enriched nuclear receptor coregulator known to suppress mitochondrial oxidative capacity. To investigate the role of RIP140 in skeletal muscle, striated muscle–specific RIP140-deficient (str*Nrip1^–/–^*) mice were generated and characterized. str*Nrip1^–/–^* mice displayed an enhanced endurance performance phenotype. RNA-sequence (RNA-seq) analysis of glycolytic fast-twitch muscle from str*Nrip1^–/–^* mice identified a broad array of differentially upregulated metabolic and structural muscle genes known to be induced by endurance training, including pathways involved in mitochondrial biogenesis and respiration, fatty acid oxidation, slow muscle fiber type, and angiogenesis. In addition, muscle RIP140 deficiency induced expansive neuromuscular junction (NMJ) remodeling. Integration of RNA-seq results with CUT&RUN analysis of str*Nrip1^–/–^* myotubes identified Wnt16 as a candidate effector for the NMJ biogenesis in RIP140-deficient skeletal myotubes. We conclude that RIP140 serves as a physiological “rheostat” for a broad coordinated network of metabolic and structural genes involved in skeletal muscle fitness.

## Abstract 2

Daniel Kelly and team show that the protein RIP140 serves a key role in modulating the transcriptional control of skeletal muscle endurance fitness and the exercise training response.

## Introduction

Poor muscle fitness, largely as a result of physical inactivity, occurs with many chronic diseases including obesity, cancer, heart failure, and age-related sarcopenia states. Enhancing muscle functional fitness through regular aerobic exercise training regimens in patients with chronic disease has been shown to improve quality of life, functionality, and health outcomes (1–4). Delineation of the molecular regulatory mechanisms involved in exercise-induced skeletal muscle fitness could lead to new strategies aimed at enhancing and maintaining optimal muscle function in the context of aging and chronic diseases.

Regular aerobic exercise has been shown to elicit an array of stereotypic physiologic, metabolic, and structural adaptive changes in skeletal muscle, including enhanced endurance performance, increased mitochondrial functional capacity, a shift toward oxidative fibers, and angiogenesis (5). The mechanisms involved in the integrative control of these processes with regular physical activity are incompletely understood. Previous studies have shown an important role for the nuclear receptors, the peroxisome proliferator-activated receptor (PPAR) and the estrogen-related receptor (ERR), in transducing exercise to the transcriptional control of muscle fuel metabolism, mitochondrial function, and the oxidative fiber program (6, 7). We and others have shown that transgenic overexpression of PPARδ (8–10) and ERRα and -γ (11–15) in mice results in an impressive endurance phenotype with evidence of increased capacity for fatty acid oxidation, and a shift toward oxidative fiber types, key signatures of endurance fitness. In addition, muscle overexpression of the transcriptional coregulator PPARγ coactivator-1α (PGC-1α), an exercise-induced coactivator of ERR and PPAR (16), also results in an endurance phenotype (17, 18).

The impressive phenotypes of the PPARδ, ERRα/γ, and PGC-1α transgenic mouse lines have provided important insight into transcriptional drivers of muscle metabolic fitness. However, these studies relied on overexpression techniques that are supraphysiologic and difficult to translate into therapeutic strategies. We hypothesized that endogenous coregulators of the PGC-1/nuclear receptor axis modulate this circuitry. If so, targeting such regulators may prove to be a means of enhancing the integrated endurance response within a physiological range, in contrast with the supraphysiological effects of transcription factor overexpression. To this end, we focused on the nuclear receptor coregulator, receptor-interacting protein 140 (RIP140), encoded by *Nrip1*. RIP140 has been shown to act as a corepressor for PPAR and ERR in adipose and other cell types (19–24). Generalized RIP140-null mice display resistance to diet-induced obesity related to enhanced mitochondrial oxidative capacity and uncoupling in brown and white adipose tissue (20, 21). Notably, skeletal muscle of generalized RIP140-null mice exhibit an increased proportion of oxidative fibers (19). However, the direct effect of RIP140 deficiency on muscle metabolism and structure has not been defined. Herein, we demonstrate that mice with muscle-specific RIP140 deficiency exhibit an endurance phenotype that is further enhanced by exercise training. Genomic and phenotypic interrogation of the RIP140-deficient muscle demonstrated activation of a wide array of metabolic and structural endurance fitness signatures, including the surprising finding of neuromuscular junction (NMJ) expansion. Transcriptional enhancer profiling of skeletal myocytes isolated from striated muscle–specific RIP140-deficient (str*Nrip1^–/–^*) mice using H3K27ac cleavage under target and release using nuclease (CUT&RUN) analysis identified Wnt16 as a potential regulator of NMJ biogenesis downstream of the suppressive effect of RIP140.

## Results

### strNrip1^–/–^ mice display an oxidative muscle phenotype that is prominent in fast-twitch muscle.

str*Nrip1^–/–^* mice were generated as we have previously described using a muscle creatine kinase (MCK) promoter–driven Cre recombinase that targets heart and skeletal muscle (25). The str*Nrip1^–/–^* mice have similar body and muscle weights compared to age-matched littermate WT controls (Figure 1A). The gross appearance of the str*Nrip1^–/–^* muscle was significantly darker and red in color compared with WT controls (Figure 1B). This difference was most apparent in fast-twitch muscles such as extensor digitalis longus (EDL), tibialis anterior (TA), and gastrocnemius compared with the more oxidative fiber–enriched soleus (Figure 1B), consistent with the greater expression of *Nrip1* in glycolytic, fast-twitch muscle (Figure 1C). Corroborating these results, available single-nucleus RNA-sequencing (RNA-seq) data showed higher *Nrip1* expression in type 2B myonuclei in TA muscle and low expression in type 1 and 2A myonuclei in soleus muscle (26). These results are indicative of a shift toward more oxidative fibers, particularly in fast-twitch muscle. This conclusion was further supported by the observation that succinate dehydrogenase (SDH) staining, a measure of mitochondrial oxidative capacity, is increased in str*Nrip1^–/–^* muscle (Figure 1, D and E). The increased SDH staining was more evident in the str*Nrip1^–/–^* TA compared with soleus, further indicating a greater impact of *Nrip1* KO in fast-twitch compared with slow-twitch muscle (Figure 1, D and E).

### Deficiency of RIP140 in skeletal muscle results in enhanced endurance performance.

The exercise performance of str*Nrip1^–/–^* and WT controls was assessed utilizing an endurance protocol on a motorized treadmill (Figure 2A). Approximately 8% of mice were deemed non-runners in this mouse line. Male str*Nrip1^–/–^* mice displayed an enhanced endurance performance, indicated by a significant increase in distance and time to exhaustion (Figure 2B). To further investigate this phenotype, the maximum rate of oxygen consumption (VO_2max_) was assessed during exercise to exhaustion as shown in Figure 2C. Male str*Nrip1^–/–^* mice exhibited a markedly greater VO_2max_ compared with WT controls, as well as increased time to exhaustion (Figure 2, D and E). The respiratory exchange ratio (RER) was determined during the VO_2max_ protocol as a general measure of fuel utilization. Compared with WT controls, RER was maintained at a significantly lower level in str*Nrip1^–/–^* mice during the exercise period indicative of greater reliance on fatty acid oxidation during exercise, consistent with a trained phenotype (Figure 2F). This was confirmed by calculating the percentage of carbohydrate and fat oxidation throughout the VO_2max_ exercise protocol, indicating str*Nrip1^–/–^* mice utilize fatty acids as fuel to a greater degree compared with WT control mice (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192376DS1).

Female str*Nrip1^–/–^* mice displayed a similar exercise phenotype to that observed in the male str*Nrip1^–/–^* mice (Supplemental Figure 2, A–E); however, the effect of RIP140 depletion was less pronounced due to enhanced endurance performance in WT control female mice at baseline compared with male mice likely due to greater baseline fatty acid oxidation capacity, as described previously (27, 28). Concordantly, *Nrip1* expression levels were lower in WT control female mice compared with males (Supplemental Figure 2F).

Given that RIP140 was depleted in both heart and skeletal muscle in the str*Nrip1^–/–^* mice, we sought to determine the relative contribution of RIP140 deficiency in heart and skeletal muscle to the endurance phenotype of str*Nrip1^–/–^* mice. As a first step, ex vivo muscle fatiguability and force generation studies were performed in fast-twitch (EDL) and slow-twitch (soleus) muscle isolated from male str*Nrip1^–/–^* and WT control mice. str*Nrip1^–/–^* EDL displayed decreased fatiguability compared with WT control EDL, while soleus showed no significant change (Supplemental Figure 3, A and B). This result is concordant with the greater effect of RIP140 depletion on fast-twitch skeletal muscle. Interestingly, recovery of force generation following completion of the fatigue protocol was also improved in str*Nrip1^–/–^* EDL compared with WT control EDL (Supplemental Figure 3C). No significant change was seen in maximum tetanic force in either EDL or soleus between str*Nrip1^–/–^* and WT control mice (Supplemental Figure 3D). These results indicate a skeletal muscle–autonomous contribution to the endurance phenotype observed in the str*Nrip1^–/–^* mouse.

To further evaluate the contribution of muscle RIP140 depletion to the endurance phenotype of str*Nrip1^–/–^* mice, skeletal muscle–specific RIP140-deficient mice (skm*Nrip1^–/–^* mice) were generated using a myogenin-Cre recombinase driver (29) (Supplemental Figure 4, A and B). The general phenotype of skm*Nrip1^–/–^* mice phenocopied that of the str*Nrip1^–/–^* mice, including normal growth, muscle weight, and appearance (Supplemental Figure 4, C and D). Approximately 11% of mice were deemed non-runners in this mouse line. Notably, skm*Nrip1^–/–^* mice exhibit enhanced endurance performance like that of str*Nrip1^–/–^* mice, including an increase in distance and time to exhaustion (Supplemental Figure 5A), a significantly greater VO_2max_, and decreased RER compared with WT controls (Supplemental Figure 5, B–D). Additionally, skm*Nrip1^–/–^* mice display greater utilization of fatty acids and subsequently less carbohydrate utilization during exercise compared with WT control mice (Supplemental Figure 5, E and F). Directly comparing VO_2max_ levels, time to exhaustion, and RER from str*Nrip1^–/–^* and skm*Nrip1^–/–^* mice showed no difference between these models (Supplemental Figure 6, A–E). Taken together, these findings indicate that depletion of RIP140 in skeletal muscle drives the enhanced endurance phenotype of str*Nrip1^–/–^* mice.

### Augmentation of the endurance phenotype of strNrip1^–/–^ mice by exercise training.

Given the impressive endurance performance of the str*Nrip1^–/–^* mice, we next determined whether endurance training could further enhance this phenotype. To this end, 8-week-old male str*Nrip1^–/–^* and WT control littermate mice were subjected to either nocturnal voluntary wheel running or sedentary conditions for 8 weeks. str*Nrip1^–/–^* and WT control littermate mice ran similar distances per night (Supplemental Figure 7A). Body composition measurements did not display significant differences between any groups (Supplemental Figure 7B). At the completion of the training period, the 4 groups (sedentary WT control, sedentary str*Nrip1^–/–^*, WT control trained, and str*Nrip1^–/–^* trained) underwent VO_2max_ testing. The data revealed significant effects of training (*P* = 0.0002) and genotype (*P* < 0.0001) on VO_2max_ and time to exhaustion, with no significant training × genotype interaction (Figure 3, A and B). Thus, training increased endurance similarly in both WT and str*Nrip1^–/–^* mice, and str*Nrip1^–/–^* animals exhibited higher values overall. Similar results were observed in distance and time to exhaustion in treadmill endurance testing (Supplemental Figure 7C). A comparable pattern was observed for RER (Figure 3C; training effect, *P* = 0.0002; genotype effect, *P* = 0.02; no interaction). Consistent with the RER results, the calculated percentage of fatty acid oxidation during the exercise protocol was further increased by training in WT and str*Nrip1^–/–^* mice (Figure 3D). Concordantly, the percentage of carbohydrate oxidation was further decreased by training in both genotypes (Figure 3D). Notably, *Nrip1* expression was not significantly different between WT control trained and sedentary muscle (Supplemental Figure 7D). Altogether, these data indicate that the enhanced endurance phenotype of str*Nrip1^–/–^* mice can be further improved by exercise.

### Muscle RIP140 deficiency activates a broad muscle endurance fitness network.

Previous studies have demonstrated that loss of RIP140 increases mitochondrial oxidative capacity in adipocytes (30, 31). In addition, we have shown that cardiac-specific deletion of RIP140 increases cardiomyocyte mitochondrial respiratory capacity and fatty acid oxidation rates (25). Concordantly, the robust endurance phenotype of the str*Nrip1^–/–^* and skm*Nrip1^–/–^* mice suggested that processes in addition to fuel and energy metabolism were induced in muscle of these mice. Indeed, a variety of cellular and structural processes are known to be transcriptionally regulated in response to endurance training such as fiber type, mitochondrial biogenesis, and angiogenesis (32). Given that RIP140 often serves as a transcriptional corepressor, we first sought to delineate the genes and pathways that were induced in str*Nrip1^–/–^* muscle. RNA-seq was conducted on EDL of all 4 groups in the training study: WT control sedentary, str*Nrip1^–/–^* sedentary, WT control trained, and str*Nrip1^–/–^* trained. Principal component analysis (PCA) displayed distinct separation between WT control and str*Nrip1^–/–^* groups (Figure 4A). The groups aligned largely along genotypes; WT control sedentary and WT control trained groups were distinct from str*Nrip1^–/–^* sedentary and str*Nrip1^–/–^* trained groups (Figure 4A). The impact of RIP140 on gene expression in the sedentary groups was first assessed. Differential expression analysis comparing str*Nrip1^–/–^* and WT control sedentary groups revealed 421 upregulated genes and 288 downregulated genes (fold change [FC] > 1.2 and FDR < 0.05) (Supplemental Figure 8A). As expected, Gene Ontology (GO) pathway analysis demonstrated upregulation of many energy metabolic processes, including mitochondrial respiration and electron transport, fatty acid β-oxidation, tricarboxylic acid cycle, and triglyceride/lipid droplet dynamics (Supplemental Figure 8B). Downregulated pathways included fast-twitch skeletal muscle fiber contraction, glucose catabolic process to lactate via pyruvate (glycolysis), and other glucose metabolic processes (Supplemental Figure 8C). 

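Tibialis anterior (TA) muscle of 8-week-old male mice was also sequenced, from WT control mice and from skmNrip1-/- mice, in which myogenin-Cre deletes Nrip1 in skeletal muscle. The authors' table holds 3 libraries labelled WT control and 2 labelled skmNrip1-/-. The authors quantified the reads with Salmon on the mm10 reference, summarized them to genes with tximport, and deposited FPKM (fragments per kilobase of transcript, scaled by library size). Of the genes in their table, 902 are listed at 0 in at least 1 library. The FPKM sums ranged from 969144 in WT control replicate 3 to 1288038 in skmNrip1-/- replicate 1. The median ratio of each library to the genes' geometric mean was 1.00 in all 5 libraries, so the deposited values already carry a scaling between libraries. The number of fragments per library is not in the table, and the absolute depth is therefore unknown. The depth relative to WT control replicate 1 was estimated from genes with a single transcript and low FPKM. The commonest ratio of their FPKM to that replicate was taken to come from genes with equal fragment numbers, and was inverted. In the other libraries, 94 to 117 genes lay near that ratio. This relative depth was 1.1 and 0.99 for WT control replicates 2 and 3, and 0.81 and 0.96 for the libraries labelled skmNrip1-/-.

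Genes were compared with limma on log2(FPKM + 0.1) across the 12148 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. A gene was called at an adjusted p of 0.05 or less and a fold change of at least 1.2, as in the paper's methods. For a single gene, 2 libraries against 3 allow 10 splits, and an exact permutation test cannot give a one-sided p below 0.1. The FPKM of the targeted gene, Nrip1 (ENSMUSG00000048490), was 4.64, 7.69 and 6.55 in WT control replicates 1, 2 and 3, and 25.3 and 22.5 in replicates 1 and 2 labelled skmNrip1-/-. The log2 fold change was 1.94 (standard error 0.21, adjusted p = 0.0261 from limma). The rise was larger than the spread within either group, and it runs against the label of a knockout. The paper checked the knockout line by Nrip1 expression and by a western blot of its protein, in gastrocnemius and heart. The table gives 1 value per gene, so fragments from exon 4, the exon that Cre deletes, cannot be separated from the rest of the gene. The libraries are therefore named by their labels, and each direction given for them rests on those labels.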

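In the libraries labelled skmNrip1-/-, 45 genes were called higher and 10 lower than in WT control TA among the genes tested. Before adjustment, 798 genes were higher and 647 lower at a p of 0.05 or less. All 55 called genes had both libraries labelled skmNrip1-/- beyond every WT control library, a pattern that chance gives in 20% of genes and that 3668 of the tested genes showed. Rescaling the FPKM to TPM gave 29 genes higher and 59 lower, and it moved the median log2 fold change of all tested genes to -0.29. That scale divides by the FPKM sum, in which mtDNA-encoded genes had a larger share in the libraries labelled skmNrip1-/-.

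Supplemental Figure 8A labels 16 genes in strNrip1-/- EDL, and 15 of them changed in the same direction in TA with libraries that did not overlap. The exception was Retnla, which was listed at 0 in WT control replicate 3 and in both libraries labelled skmNrip1-/-. Among the labeled genes that fell in EDL, Cyp4f39 (ENSMUSG00000061126, chromosome 17, 32452723 to 32493320 on GRCm38) had an FPKM of 12.9 ± 3.04 (SD, n = 3) in WT control TA and 2.08 ± 0.0187 (SD, n = 2) in the libraries labelled skmNrip1-/-. Its log2 fold change was -2.55 (standard error 0.20, adjusted p = 0.00654 from limma). Actn3 (ENSMUSG00000006457, chromosome 19, 4861216 to 4877909) fell from 2990 ± 492 FPKM (SD, n = 3) to 1741 ± 3.45 (SD, n = 2), a log2 fold change of -0.77 that was not called (adjusted p = 0.169 from limma).

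The pathways lower in EDL were tested in TA with limma's camera on gene lists, adjusted over 18 lists. The median log2 fold change was -0.37 for 13 entries of the 12 listed glycolysis genes (adjusted p = 8.66e-06 from camera). Of these entries, 12 were below 0. It was -0.36 for 11 genes of fast-twitch contraction (adjusted p = 1.32e-04 from camera), all below 0. The median of the fast-twitch list in single libraries ranged from -0.20 to 0.34 in WT control TA and from -0.35 to -0.33 in the libraries labelled skmNrip1-/-. No gene of either list was called, and 6 and 3 of them, respectively, had a p of 0.05 or less before adjustment. With Reactome's sets in place of the written lists, the medians were -0.15 and -0.10, with adjusted p-values of 0.205 and 0.142 from camera. The set used in place of the fast-twitch list was striated muscle contraction, with 29 tested genes. It is not limited to fast-twitch genes, so it does not test the fast-twitch fall. The paper sets the TA comparison beside the pathways of sedentary strNrip1-/- EDL and states that the results in both muscles are alike.

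**Figure D1:**
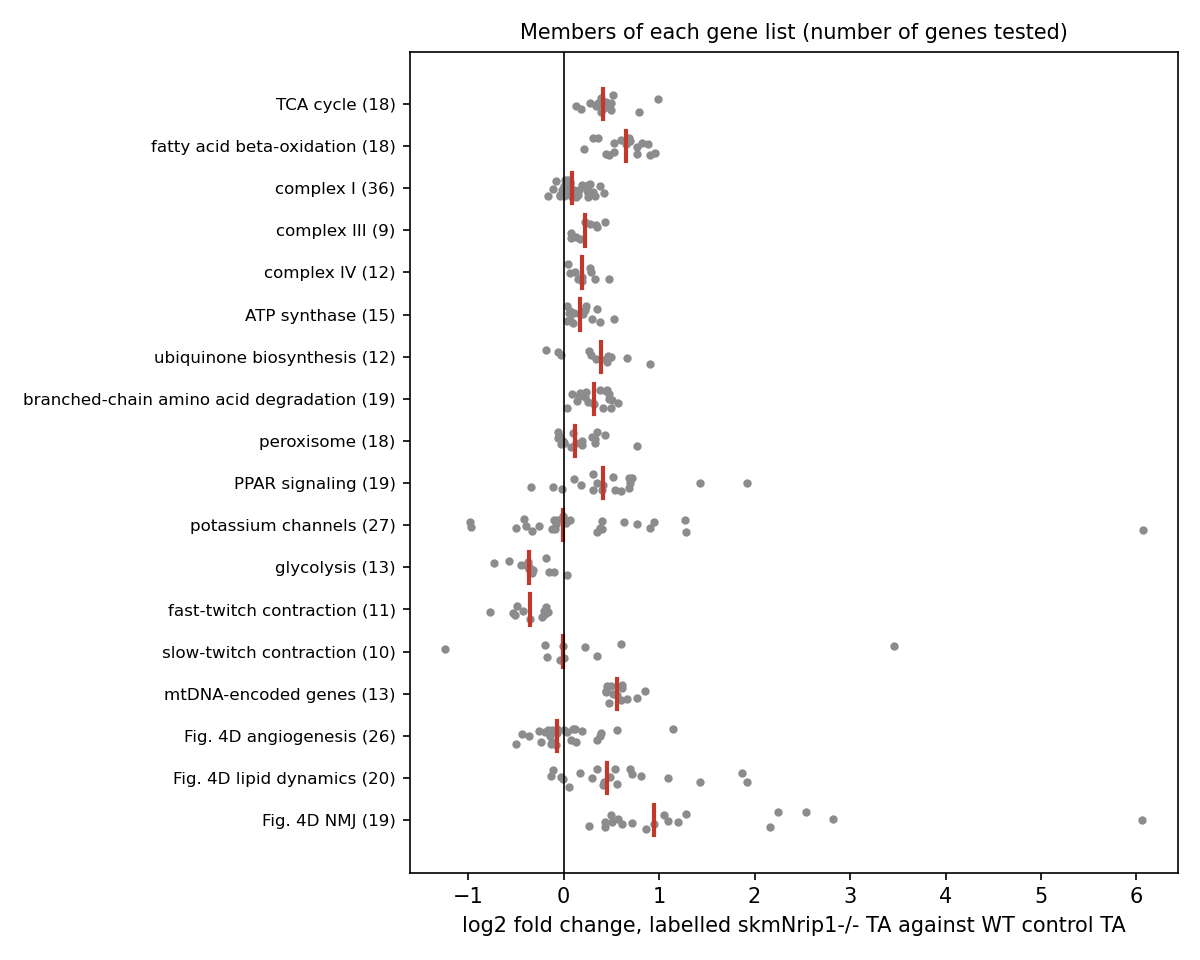
Log2 fold change (horizontal axis) of each tested gene of 18 lists, in 2 libraries labelled skmNrip1-/- against 3 of WT control TA. Each point is a gene, the red bar is the list's median, and the line marks 0. The bars of the glycolysis and fast-twitch lists lie at -0.37 and -0.36.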

Similar RNA-seq results were found in sedentary skm*Nrip1^–/–^* TA (Supplemental Figure 9, A–D). We next compared the gene expression profiles of str*Nrip1^–/–^* trained and WT control trained mice. This comparison identified 616 upregulated and 506 downregulated differentially expressed genes (DEGs) in str*Nrip1^–/–^* trained EDL compared with WT control trained EDL (FC > 1.2 and FDR < 0.05) (Figure 4B). GO pathway analysis of str*Nrip1^–/–^* trained EDL compared with WT control trained EDL revealed differential upregulation of many of the same genes and pathways that are upregulated in sedentary str*Nrip1^–/–^* EDL (Figure 4, C and D). Interestingly, several canonical non-metabolic muscle fitness genes were also upregulated in the sedentary and trained str*Nrip1^–/–^* muscle, including angiogenesis and NMJ biosynthesis (Figure 4D). These results provide evidence that RIP140 serves to repress genes involved in a larger network of muscle processes involved in the fitness phenotype, ranging from energy metabolism and structural adaptive responses, such as angiogenesis and NMJ remodeling.

We sought to assess structural correlates of the activated gene regulatory pathways in str*Nrip1^–/–^* mice at baseline and with training, starting with the well-known adaptive increase in capacity for mitochondrial energy transduction. Many of the genes upregulated in the muscle of the str*Nrip1^–/–^* mouse model are involved in mitochondrial fuel and energy transduction. Endurance training has been shown to induce mitochondrial biogenesis in rodent and human skeletal muscle (33–36). Quantitative electron microscopy analyses demonstrated significantly increased subsarcolemmal mitochondrial area in str*Nrip1^–/–^* EDL at baseline compared with WT controls, which was not significantly increased with training (Figure 5, A and B). This corresponded to EDL mitochondrial DNA (mtDNA) content (Figure 5C). Measurement of intermyofibrillar (IMF) mitochondria displayed an increase in str*Nrip1^–/–^* trained EDL compared with sedentary str*Nrip1^–/–^* EDL (str*Nrip1^–/–^* trained: 0.060 ± 0.02; str*Nrip1^–/–^* sedentary: 0.022 ± 0.004; *P* = 0.03), while all other group comparisons showed no significant difference (WT trained: 0.046 ± 0.014; WT sedentary: 0.039 ± 0.01).

Several highly regulated transcriptional pathways in the str*Nrip1^–/–^* EDL involve triglyceride and lipid droplet dynamics, including fatty acid uptake, lipid biosynthetic processes, and lipid droplet remodeling (Figure 5D). This is interesting given that with endurance exercise training, an increase in lipid droplet storage occurs, presumably to meet the increased demand for mitochondrial fatty acid oxidation (37, 38). Electron microscopy revealed occasional intramyocellular lipid droplets (IMLDs) in contact with IMF mitochondria in sedentary WT control EDL (Figure 5E). In contrast, a significantly greater number of lipid droplets, juxtaposed to IMF mitochondria, were observed in sedentary str*Nrip1^–/–^* muscle (Figure 5E). Quantification of the lipid droplets in contact with IMF mitochondria confirmed a significantly greater number of lipid droplets in str*Nrip1^–/–^* muscle compared with WT muscle (Figure 5F). Average lipid droplet size was also larger in str*Nrip1^–/–^* muscle compared with WT control muscle (Figure 5F). Training did not significantly alter lipid droplet number or size (Figure 5F). These collective results provide structural correlates for the induction of genes involved in fatty acid storage and lipolysis as well as an increase in mitochondrial capacity for oxidation in str*Nrip1^–/–^* muscle, consistent with the observed endurance phenotype.

Canonical changes in fiber type involving a shift from fast glycolytic fibers (MyHC-2B) to intermediate and oxidative fibers (MyHC-2X, MyHC-2A, and MyHC-1) occur in endurance-trained muscle (39, 40). Consistent with such a shift, the gene expression profiling indicated that expression of a subset of fast intermediate gene isoforms was increased and fast glycolytic isoforms decreased in sedentary str*Nrip1^–/–^* muscle (Figure 4D). Fiber type composition was determined using myosin immunostaining in str*Nrip1^–/–^* muscle. A significant increase in type 2X fibers (MyHC-2X) and a decrease in type 2B fibers (MyHC-2B) was observed in str*Nrip1^–/–^* EDL at baseline compared with WT controls (Figure 6, A and B). Training induced an increase in type 2A fibers (MyHC-2A) in both genotypes along with a further decrease in type 2B fibers (Figure 6, A and B). The fiber type shift patterns were similar in a second fast glycolytic muscle, TA muscle, with a trend toward increased type 2A fibers at baseline in str*Nrip1^–/–^* mice compared with WT control sedentary mice (Supplemental Figure 10, A and B). Taken together, these results indicate that fast-twitch muscles of the str*Nrip1^–/–^* mice display a shift away from the fast glycolytic fiber type (type 2B) toward intermediate (type 2X) and oxidative (type 2A) fibers.

Skeletal muscle capillary density increases in response to endurance training as an adaptation for higher oxygen delivery for aerobic respiration (41–43). Notably, expression of a subset of angiogenic genes (*Vegfa*, *Atp5b*, *Egln1*, *Epas1*, *Fgfbp1*, *Tie1*, and *Plk2*) was increased in str*Nrip1^–/–^* EDL at baseline, with an even greater number increased with training (Figure 4D). Capillary density was assessed via CD31 immunostaining, a marker of endothelial cells, in muscles from all 4 groups of the training study. CD31 staining of EDL and TA muscle revealed an increase in capillary number per muscle fiber in sedentary str*Nrip1^–/–^* mice compared with WT control mice (Figure 6, C and D, and Supplemental Figure 10, C and D). Training further increased capillary number in the str*Nrip1^–/–^* TA and EDL (Figure 6, C and D, and Supplemental Figure 10, C and D). These results indicate str*Nrip1^–/–^* muscle displays increased angiogenesis compared with WT controls and is potentiated with training.

The NMJ is known to undergo adaptive remodeling in response to endurance training, including an increase in the area and density of clustered acetylcholine receptors within the motor end plate (44–48). A group of genes involved in NMJ biogenesis were significantly upregulated in sedentary and trained str*Nrip1^–/–^* EDL, including *Musk*, *Chrna4*, *Chrna2*, *Grm1*, *Zmynd8*, *Unc13c*, *Wnt16*, and *Pde4a* (Figure 4D) (49–51). One of the most highly regulated genes was muscle-specific kinase, or *Musk*, a tyrosine kinase responsible for clustering of the acetylcholine receptors at the motor end plate (52–54). Immunoblotting confirmed increased MUSK protein levels in str*Nrip1^–/–^* EDL muscle (Figure 7A). Given the role MUSK plays in acetylcholine receptor clustering at the motor end plate, we next examined the acetylcholine receptor density in str*Nrip1^–/–^* and WT control EDL muscle using α-bungarotoxin (α-BTX) immunostaining. The area and perimeter of α-BTX staining was significantly increased in sedentary str*Nrip1^–/–^* EDL muscle compared with WT control EDL muscle (Figure 7, B and C). These results demonstrate that sedentary str*Nrip1^–/–^* mice exhibit NMJ remodeling in fast-twitch muscle, akin to what occurs with exercise training.

### RIP140 regulates the transcription of a network of muscle genes involved in NMJ biosynthesis and remodeling.

To further assess the direct transcriptional control of muscle RIP140 gene targets, we performed CUT&RUN sequencing using an antibody against the known histone enhancer mark, H3K27ac, in *Nrip1^–/–^* and WT control primary mouse myotubes isolated from gastrocnemius muscle. H3K27ac peaks that were significantly increased in *Nrip1^–/–^* myotubes compared with WT control myotubes were identified and the nearest genes were annotated. GO analysis of the annotated nearest genes demonstrated enrichment in biological process pathways involved in muscle, vascular, and neuronal development, including striated muscle cell differentiation, endothelial cell migration, and regulation of NMJ assembly (Figure 8, A and B). Intersection of this dataset with DEGs identified within an in vivo RNA-seq dataset of *Nrip1^–/–^* and WT control gastrocnemius muscle (25) identified overlap of 105 genes (Figure 8C). GO biological process pathway analysis of the intersected genes revealed pathway enrichment in metabolic (fatty-acyl-CoA metabolic process and respiratory electron transport chain), and developmental (circulatory system development and animal organ morphogenesis) processes (Figure 8C). Metabolic genes included a subset involved in fatty acid metabolism, including *Acsl1*, *Dgat2*, and *Echs1*, known targets of PPARα, a nuclear receptor known to be modulated by RIP140 (23, 55–57). Developmental pathway genes included those involved in angiogenesis (*Fgfbp1*, *Esm1*, and *Epas1*) and NMJ formation (*Wnt16*, *Stat3*, *Bdnf*, *Unc13c*, *Slc16a7*, and *Abhd17c*). Representative genomic browser shots displaying the CUT&RUN sequences mapped to the mouse genome comparing *Nrip1^–/–^* and control groups showing the differences in H3K27ac deposition for representative genes are shown in Figure 8D.

The identification of the genes involved in NMJ biogenesis was of particular interest given the observation that the RIP140-deficient muscle exhibited an expansion of NMJ structure and less is known about the gene regulation of this process compared with the metabolic pathways. Increased expression of *Wnt16*, *Chrna2*, *Bdnf*, and *Unc13c* was confirmed in *Nrip1^–/–^* myotubes along with the expected upregulation of the lipid metabolic genes *Dgat2* and *Acsl1* (Figure 8E). In contrast with the other NMJ genes, the expression of *Musk* was not increased in *Nrip1^–/–^* myotubes, concordant with no change in H3K27ac deposition (Figure 8E). This was surprising given the significant induction of *Musk* mRNA and protein levels in *Nrip1^–/–^* EDL muscle. We next sought to determine whether the regulation of the NMJ program was a direct effect of transcriptional regulation by RIP140. We focused on Wnt16 because it has been implicated in the process of acetylcholine receptor clustering (49). Given that antibodies available for RIP140 are not suitable for ChIP, ChIP-qPCR was performed on 3x-HA-*Nrip1*–overexpressing C2C12 myotubes compared to backbone vector–infected control myotubes utilizing an anti-HA antibody. As expected, RIP140 occupation was confirmed on the *Dgat2* promoter within the H3K27ac peak region (Figure 8F). Notably, this region contains a known PPAR binding motif (58). Importantly, direct occupation of RIP140 within the *Wnt16* H3K27ac deposition region was also demonstrated (Figure 8F). These results indicate that Wnt16 is a direct target of RIP140 and likely plays a key role upstream of NMJ biogenesis.

## Discussion

Transcriptional regulatory mechanisms driving muscle endurance fitness have begun to be unraveled over the past decade. The exercise-inducible transcriptional coregulator, PGC-1α, and its downstream nuclear receptors, ERR and PPAR, were shown to be necessary for the increase in skeletal muscle mitochondrial fatty acid oxidation and respiration capacity with endurance exercise training (59–61). Here, we demonstrate the impact of inhibiting a natural “brake” on this exercise-induced transcriptional regulatory axis, the coregulator RIP140, in mouse skeletal muscle. We found that skeletal muscle–specific depletion of RIP140 in mice triggers an array of downstream metabolic and structural responses that comprise an enhanced endurance phenotype in the absence of exercise training. In addition to the augmentation of muscle oxidative metabolism, as might be predicted based on the function of RIP140 in other tissues, downstream structural changes were observed in RIP140-deficient muscle, including angiogenesis and expansion of the NMJ. These findings were most pronounced in fast-twitch, glycolytic muscles where *Nrip1* expression is higher compared with oxidative muscles.

An increase in the capacity for mitochondrial respiration and oxidation of fatty acids to generate ATP is a well-defined adaptive response of skeletal muscle to endurance exercise training. The RIP140-deficient state resulted in an augmentation of muscle oxidative capacity, including mitochondrial biogenesis, induction of fatty acid oxidation genes, and expansion of IMLDs. The high capacity to oxidize fat in *Nrip1^–/–^* mice was demonstrated by the maintenance of a low RER and high percentage of fatty acid oxidation throughout the exercise period. However, muscle adaptations beyond fuel utilization are required for enhanced endurance performance. Indeed, structural changes occurred in the RIP140-deficient muscle, including a shift to more oxidative muscle fiber types and an angiogenic response. These changes may be mediated by the nuclear receptors PPAR and ERR, given RIP140 has been shown to modulate these transcription factors in other cell types. In addition, similar effects have been shown with transgenic overexpression of PPAR and ERR (10, 11).

An interesting finding in this study was the observation of expansive NMJ remodeling in the RIP140-deficient muscle. Expansion of the NMJ occurs with exercise training, including increased density and clustering of acetylcholine receptors at the motor end plate (44, 45, 47, 62). Conversely, the density of the acetylcholine receptors at the motor end plate decreases and fragments with aging and muscular dystrophies (63, 64). We found that NMJ genes involved in formation and maintenance of the motor end plate were upregulated in RIP140-deficient muscle, including *Musk*, *Chrna4*, *Chrna2*, and *Wnt16*. Staining of acetylcholine receptors in str*Nrip1^–/–^* EDL muscle demonstrated increased density and area of the motor end plate. Our integrated CUT&RUN and RNA-seq results identified genes near upregulated H3K27ac peaks in *Nrip^–/–^* muscle that are known to be involved in the formation of the motor end plate. This analysis identified *Wnt16* as a gene of interest. *Wnt16* is downstream of a region of increased H3K27ac deposition and is expressed at increased levels in *Nrip1^–/–^* primary myotubes and *Nrip1^–/–^* skeletal muscle in vivo. Members of the Wnt family, including Wnt16b, have been implicated in NMJ biosynthesis and acetylcholine receptor clustering at the motor end plate (49). Taken together, our results indicate that RIP140 serves as a repressor of *Wnt16* transcription. However, the transcription factor targets involved in this regulation remain unknown. Notably, overexpression of PGC-1α in muscle has been shown to upregulate a subset of NMJ genes in mice, a mechanism that is dependent on the transcription factor GABPA (50). Several putative GABPA binding sites are present within the genomic region that RIP40 occupies on *Wnt16*, suggesting that RIP140 may modulate the PGC-1/GABP axis (65). Further delineation of the mechanism whereby RIP140 deficiency activates *Wnt16* and downstream NMJ biogenesis will be of interest.

Our results raise the question of the normal physiological role of RIP140 in muscle and other tissues. Why is a repressor of muscle endurance machinery necessary? The answer to this question is unknown but several functions are possible. First, RIP140 can serve as a transcriptional coactivator or corepressor depending on cell context and developmental stage (19, 20, 66–70). It is possible that the most important function is during development where it has been shown to be involved in cellular proliferation and differentiation (71–76). Accordingly, perhaps the postnatal phenotype of RIP140-deficient muscle reflects changes during development. The strong enrichment of developmental programs in our CUT&RUN data are consistent with this hypothesis. A second possibility is that RIP140 serves a key physiologic homeostatic function in striated muscle by acting as a rheostat for endurance muscle function balanced against the need for recruitment of fast-twitch muscle for rapid sprinting. Depending on the environmental circumstance, demands for endurance performance versus “fight-or-flight” responses may be determined in part via coregulators such as RIP140. Consistent with this proposed role, *Nrip1* begins to appear in the evolutionary tree in organisms capable of extensive locomotion and travel across environments. *Nrip1* orthologs are present in *Xenopus* (gene ID: 100037834), zebrafish (gene ID: 796407), and mammals but not in lower organisms such as yeast, *Drosophila*, or *C*. *elegans* (sources mined by GeneCards [https://www.genecards.org/], updated Dec 25, 2024). Notably, the mechanisms involved in the regulation of RIP140 activity under physiological conditions are poorly understood. We have found no regulation of transcript levels in response to exercise training (Supplemental Figure 7D), which is consistent across the literature (77–79). However, RIP140 transcript and protein levels are induced in response to acute exercise, likely regulating oxidative versus glycolytic metabolism during exercise (77–79). It appears that RIP140 is more likely controlled at a posttranslational level, as suggested by several potential phosphorylation and acetylation sites (80–83). Defining the regulation of posttranslational modifications in response to exercise training will further elucidate the role of RIP140 in controlling muscle endurance.

Our results have translational implications. Physical inactivity related to chronic disease or primary muscle diseases leads to a vicious cycle of reduced muscle function and mass. The effects of targeting RIP140 in muscle suggest that inhibition of its corepressor function may prove to be a fruitful therapeutic avenue, particularly in conjunction with anabolic agents. In addition, the impact of RIP140 inhibition on converting glycolytic fibers to a more oxidative phenotype suggests that targeting this coregulator may be useful for chronic diseases disproportionately affecting fast-twitch muscle including Duchenne’s muscular dystrophy, age-related sarcopenia, and amyotrophic lateral sclerosis (84). The effects of RIP140 deficiency on neuromuscular remodeling could also translate to conditions that impact the motor end plate, including aging-induced fragmentation of the NMJ, recovery from muscle injury, and primary neuromyopathies.

Several caveats regarding translational potential should be noted. First, RIP140 is active in many tissues and has been shown to function both as a corepressor and coactivator, the latter often in developmental functions in females such as mammary gland development and ovulation through interaction with the estrogen receptor (66, 85, 86). Secondly, the phenotype described herein is based on prenatal disruption of the *Nrip1* gene. To date, we have had difficulty achieving an inducible postnatal *Nrip1* knockout using traditional approaches, which would be more relevant for studies aimed at the impact of RIP140 inhibition in disease states. Lastly, given that aging results in a reduction in strength related to reduced type 2 fibers, it is possible that RIP140 could further exacerbate this transition given its effects shift fast fibers to more oxidative fibers.

## Methods

### Sex as a biological variable.

Both male and female str*Nrip1^–/–^* and control mice were included in phenotype testing. Only male mice were utilized in further training studies due to a greater observed phenotype compared with females.

### General protocol for mouse studies.

Mouse studies were performed on male or female mice 8–16 weeks of age. Mice were housed in a facility with a 12-hour light/12-hour dark cycle. Tissues were harvested between 12 and 3 pm. Mice were anesthetized with pentobarbital (Sagent; 100 mg/kg) prior to tissue removal. In some cases, separate cohorts of mice were utilized for physiological testing and other endpoints due to the need for sacrifice for the measurement or for practical reasons related to fatigue or stress that can confound the interpretation of the second assessment.

### Generation of mouse models.

*Nrip1^fl/fl^* mice (C57BL/6J) were generated and provided by Zhenji Gan (National Resource Center for Mutant Mice, Model Animal Research Center of Nanjing University, Nanjing, China) (25). Briefly, *Nrip1^fl/fl^* mice were generated via CRISPR/Cas9 targeting. The *Nrip1* (RIP140) gene has 4 exons, with the ATG start codon in exon 4 and TAA stop codon in exon 4. 

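In the GENCODE M21 annotation of GRCm38, Nrip1 lies on the minus strand of chromosome 16, and its longest transcript runs from 76287400 to 76373827. That transcript has 4 exons, at 76373770 to 76373827, 76352472 to 76352546, 76330746 to 76330864 and 76287400 to 76295015. The start codon, at 76294665 to 76294667, and the stop codon, at 76291182 to 76291184, both lie in exon 4. Exon 4 holds 7616 of the 7868 nucleotides of that transcript. The annotation lists 8 Nrip1 transcripts, and 3 of them hold no exon 4 sequence. These 3 transcripts are annotated as retained introns, with lengths of 2617, 2823 and 1139 nucleotides.

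**Figure D2:**
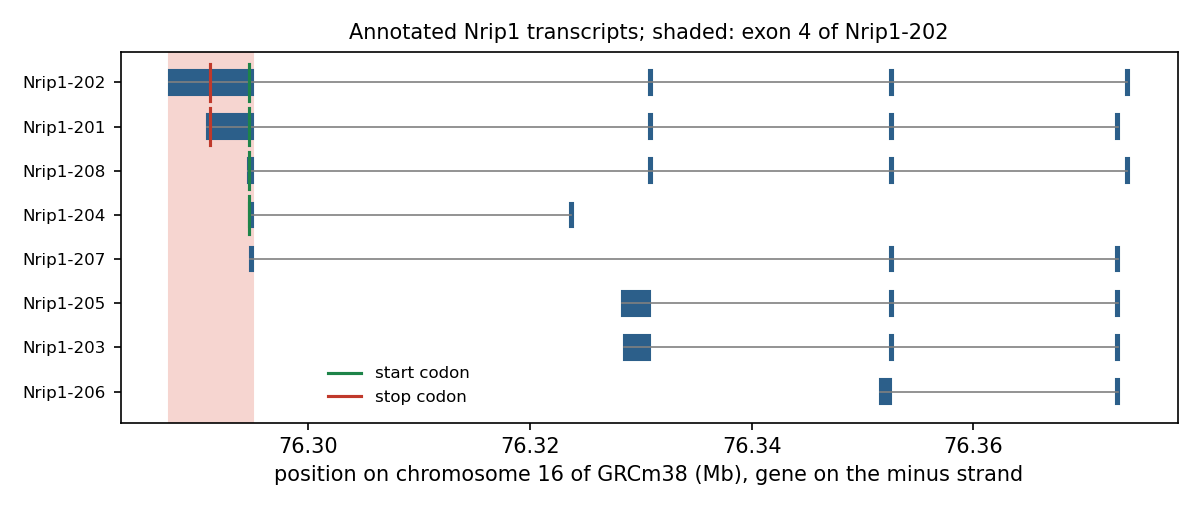
The 8 annotated Nrip1 transcripts by position on chromosome 16 of GRCm38, in Mb (horizontal axis). Blue boxes are exons (short exons are drawn wider than to scale), the shaded region is exon 4 of the longest transcript, and green and red lines mark start and stop codons. The start and stop codons lie in the shaded region, which the 3 transcripts without exon 4 sequence do not reach.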

Cas9 mRNA, sgRNA, and donor were coinjected into zygotes. sgRNA directed Cas9 endonuclease cleavage targeted introns 3–4, downstream of the 3′-UTR, to create a double-strand break. This double-strand break was repaired and resulted in *loxP* sites inserted into introns 3–4 and downstream of the 3′-UTR by homologous recombination. The *Nrip1^fl/fl^* mice were bred with C57BL/6JN mice expressing Cre recombinase under control of either the MCK (The Jackson Laboratory, stock 006475) or myogenin (29) promoter to generate str*Nrip1^–/–^* and skm*Nrip1^–/–^* RIP140-deficient mice. Male and female littermate mice were genotyped as Cre-positive or Cre-negative (littermate controls) and group housed.

### Endurance performance treadmill testing.

Mice were acclimated for 2 days at 10 m/min for 9 minutes with a 5° incline and then the speed was increased to 20 m/min for 1 minute for a total of 10 minutes. Mice that did not run by the second acclimation day were deemed non-runners and removed from the study. On day 3, the mice were subjected to running for 10 minutes at 10 m/min at 5° incline. At 10 minutes, the speed increased by 2 m/min for 15 minutes, and then increased 2 m/min every 15 minutes until exhaustion. Exhaustion was deemed as 5 consecutive attempts to keep the mouse on the treadmill without any effort given by the mouse or spending over 50% of running time at the back of the treadmill (10).

### VO_2max_ testing.

Mice were exercised in an enclosed treadmill connected by tubes to a CLAMS (Colombus Instruments) machine. Mice were acclimatized to the motorized treadmill prior to the procedure. For the VO_2max_ protocol, mice were exposed to the treadmill for 5 minutes at 0 m/min. The VO_2max_ protocol was as follows: 5 m/min at a 5° incline for 2 minutes, 20 m/min at 10° incline for 2 minutes, 22 m/min at 10° incline for 2 minutes, 24 m/min at a 15° incline for 2 minutes, 26 m/min at 20° incline for 2 minutes, 28 m/min at 25° incline for 2 minutes, and increasing 2 m/min at this incline every 2 minutes until exhaustion. Exhaustion was defined as greater than 20 seconds on the shock grid without treadmill reengagement or spending greater than 50% of their time on the shock grid. VCO_2_ and VO_2_ readings were taken every 15 seconds of the protocol in which VO_2max_ and RER values could be obtained, as previously described (36, 87). Fatty acid and carbohydrate oxidation percentages were calculated as previously described (88). Anaerobic threshold was demonstrated by the crossover of fatty acid oxidation to a sharp increase in carbohydrate oxidation (88).

### RNA isolation and qRT-PCR.

Total RNA was isolated using the RNeasy Mini Kit (Qiagen) following the manufacturer’s protocol. dsDNA was made from extracted RNA using the Affinity Script cDNA synthesis kit (Agilent Technologies) using 0.5 μg RNA. Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent Technologies) was used to perform qPCR reactions on a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) using specific primer sets designed for each gene. Primer sets are listed in Supplemental Table 1. All target mRNA expression was normalized to *Rplp0* (36B4).

### Ex vivo muscle physiological analysis.

The Aurora Mouse 1200A System equipped with Dynamic Muscle Control v.5.415 software was utilized for all measurements, as previously described (89). EDL and soleus muscles were maintained in oxygenated Ringer’s solution (100 mM NaCl, 4.7 mM KCl, 3.4 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 25 mM HEPES, and 5.5 mM D-glucose) at 24°C. For maximal tetanic measurements, a stimulus was repeated at 120 Hz (EDL) or 80 Hz (soleus) for 500 ms. Fatigue measurements were performed 5 minutes after the last tetanic stimulation. Fatigue was induced by stimulation every second for 5 minutes using 40-Hz pulses lasting 330 ms. Recovery was determined after a 5-minute rest following the fatigue protocol. Six tetanic measurements were performed with 2 minutes of rest between each stimulus. Recovery was determined by the tetanic force generated after the fatigue protocol divided by the initial tetanic force represented as a percentage. The muscle cross-sectional area (CSA) was determined by dividing muscle mass by the product of the muscle density coefficient (1.06 g/cm^3^), optimal muscle fiber length for producing muscle optimal length (*L*_0_), and the fiber length coefficient (0.45 for EDL, 0.69 for soleus). Maximum isometric tetanic force measurements were normalized to CSA to determine specific force.

### Mouse voluntary wheel training.

Mice at 8 weeks of age were subject to voluntary wheel running for 8 weeks using wire wheels and pedometer trackers (36). Mice that ran less than 5 km/night after the first adjustment week were removed from the study and deemed non-runners. Wheels were removed from the cages for 48 hours prior to any exercise testing or other testing endpoints.

### Electron microscopy preparation.

Tissues for electron microscopic examination were fixed with 2.5% glutaraldehyde and 2.0% paraformaldehyde in 0.1 M sodium cacodylate buffer, pH 7.4, overnight at 4°C. After subsequent buffer washes, the samples were postfixed in 2.0% osmium tetroxide with 1.5% K_3_Fe(CN)_6_ for 1 hour at room temperature and rinsed in DH_2_O. After dehydration through a graded ethanol series, the tissues were infiltrated and embedded in EMbed-812 (Electron Microscopy Sciences). Sections were stained with uranyl acetate and SATO lead and examined with a JEOL 1010 electron microscope fitted with a Hamamatsu digital camera and AMT Advantage Nano Sprint 500 software.

### Quantification of mitochondria and lipid droplets.

The density of mitochondria within the myocytes was expressed as μm^2^ area occupied by mitochondria/μm^2^ myocyte and as number of mitochondria per μm^2^ myocyte (90, 91). Images at relatively high and low magnifications were used from areas rich in subsarcolemmal or IMF mitochondria. The mitochondria and cell areas were assessed using ImageJ (NIH) (92). The perimeter of the cell and mitochondria areas were traced and computed. Lipid droplets were measured in a similar manner and represented by number per cell area and lipid size.

### Histology.

TA, EDL, and soleus muscle were harvested and immersed in gum tragacanth and frozen on a histology block in liquid nitrogen–cooled isopentane. Muscle cross or longitudinal sections were cut on a Leica cryostat at either 10, 14, or 20 μm. Slides were imaged using a Zeiss widefield microscope.

SDH staining was performed on 14-μm frozen muscle sections. Nitro blue tetrazolium (NBT) was prepared in 0.2 M phosphate buffer and incubated on the muscle sections for 30 minutes at 37°C. Unbound NBT was removed by exchanges of 30%, 60%, and 90% acetone in ascending order. Slides were mounted with aqueous mounting medium.

Fiber type staining was performed using 10-μm frozen sections, as previously described (93). The following myosin heavy chain antibodies were purchased from the Development Studies Hybridoma Bank (DSHB): MyHC-1 (BA-D5), MyHC-2A (SC-71), MyHC-2X (unstained), and MyHC-2B (BF-F3). Secondary antibodies were purchased from Jackson ImmunoResearch: goat anti-mouse IgG2b DyLight 405 (for BA-D5; 115-475-207); goat anti-mouse IgG1 Alexa Fluor 488 (for SC-71; 115-545-205); and goat anti-mouse IgM Alexa Fluor 594 (for BF-F3; 115-585-020). Fiber type analysis was performed by ImageJ utilizing the Myosight program to identify the predominant myosin expressed in each fiber (94).

CD31 staining was performed using 10-μm frozen sections fixed with 10% neutral-buffered formalin. CD31 antibody (CM303A, Biocare) was used at a 1:50 dilution. VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (H-1800, Vector Laboratories) was used for DAPI staining. Capillaries per fiber were measured in ImageJ.

α-BTX staining was performed on 20-μm longitudinal sections. Sections were fixed in 4% paraformaldehyde and permeabilized with 0.1% Triton X-100/5% BSA. Sections were incubated with anti-neurofilament (2H3, DSBH) and anti–α-BTX (B13423, Thermo Fisher Scientific) at 1:1000 dilutions. Slides were analyzed using ImageJ as previously described (46).

### RNA-seq library preparation and sequencing.

The EDL muscle was isolated from an independent cohort of mice from the training study that was not subject to additional testing. RNA library preparations and sequencing were conducted at AZENTA. RNA integrity was measured prior to submission using Agilent TapeStation 4200 (Agilent Technologies). RNA-seq libraries were created utilizing the NEBNext Ultra RNA Library Prep Kit for Illumina (New England BioLabs). The sequencing library was quantified using a Qubit 2.0 Fluorometer (Life Technologies) and validated on the Agilent TapeStation (Agilent Technologies). The sequencing libraries were clustered on a single lane of a flow cell and loaded onto the Illumina HiSeq instrument (model 4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150-bp paired-end configuration. HiSeq Control Software was utilized for image analysis and base calling. Raw sequence data generated by the Illumina HiSeq were converted into fastq files and demultiplexed using Illumina’s bcl2fastq 2.17 software.

### RNA-seq data processing and differential expression analysis.

Raw RNA-seq reads were quantified using Salmon (v1.10.2) (95) with the mm10 reference genome. The transcript-level quantifications were summarized to gene-level counts using tximport in R.

Differential gene expression analysis was performed using DESeq2 (v1.44.0) (96). Genes with an adjusted *P* value (FDR) of 0.05 or less and an absolute fold change of at least 1.2 were considered DEGs.

### Quantification of mtDNA.

Genomic/mtDNA was isolated using QIAzol (Qiagen). Back extraction was performed using 4 mol/L guanidine thiocyanate, 50 mM sodium citrate, and 1 mol/L Tris followed by isopropanol DNA precipitation, as previously described (25). mtDNA content was analyzed by SYBR green (Stratagene) using primers to identify NADH dehydrogenase subunit 1 (*mt-Nd1*), encoded in mtDNA, and lipoprotein lipase (*Ldl*), encoded in genomic DNA. *mt-Nd1* expression levels were normalized to *Ldl* expression levels to determine mtDNA content.

### Immunoblot analysis.

SDS-PAGE was performed on whole tissue or nuclear protein lysates and transferred to a nitrocellulose membrane, as previously described (97). Whole tissue lysates were extracted using RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% NP-40). Nuclear lysates were extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific). Primary antibodies used were as follows: MUSK (Invitrogen, PA1-1741; 1:1000 dilution); RIP140 (Santa Cruz Biotechnology, sc-81370; 1:200 dilution); α-tubulin (Cell Signaling Technology, 3873; 1:5000 dilution); and lamin A/C (Cell Signaling Technology, 4777; 1:1000 dilution). Western blots were quantified using ImageStudio software (LICORbio).

### Satellite cell isolation and culture.

Satellite cells were isolated from the gastrocnemius muscles. Briefly, the muscle was incubated in collagenase type II (Life Technologies) and Dispase type II (Sigma-Aldrich) until most muscle was digested. The digested solution was passed through a cell strainer. Cells were plated in preplating medium (1 g/L glucose DMEM, 10% FBS, 1× Pen/Strep) on non-coated plates for 3 hours to remove non-satellite cells. Satellite cells were plated in growth media (Ham’s F-10, 20% FBS, 10 ng/mL EGF, 1 μg/mL insulin, 0.39 μg/mL dexamethasone, 1× Pen/Strep) and expanded. Two additional preplating steps were performed to remove non-satellite cells. Differentiation was performed between passages 6 and 9. Cells were differentiated in differentiation media (1 g/L glucose DMEM, 2% horse serum, 1× Pen/Strep) for 4 days before experimentation.

### CUT&RUN sequencing.

CUT&RUN sequencing was completed using the CUTANA ChIC/CUT&RUN Kit Version 4 (EpiCypher, New England Biolabs) following the manufacturer’s instructions. Briefly, nuclei were isolated from primary myotubes following the nuclei extraction protocol. Nuclei were pooled and split between antibody conditions. Nuclei were bound to ConA beads and incubated overnight with antibody (H3K27ac, Cell Signaling Technology, 4353; IgG, 13-0042, EpiCypher). The next day, nuclei were permeabilized, treated with 2.5 μL pAG-MNase and incubated at 4°C for 1 hour. For chromatin digestion, 1 μL of 100 mM calcium chloride was added and incubated at 4°C for 2 hours. DNA was purified and library preparation was performed following manufacturer’s instructions using the CUTANA CUT&RUN Library Prep Kit. Briefly, 5 ng of eluted DNA was end repaired and subjected to the protocol’s thermocycler program. Adapter ligation for Illumina followed by U-excision was completed and unique combinations of i5 and i7 indexing primers were used to amplify during PCR. PCR cleanup was completed, and samples were measured for concentration using a Qubit 2.0 Fluorometer. Samples were submitted to AZENTA and sequenced as described for RNA-seq.

### CUT&RUN data processing and peak analysis.

CUT&RUN sequencing data for H3K27Ac histone modifications were processed using a standardized pipeline. Paired-end reads were aligned to the mm10 reference genome using BWA-MEM2 (v2.2.1) (98) with default settings. Broad peak calling was performed using HOMER (v4.11) (99) to identify regions enriched for H3K27Ac modifications. Peaks were annotated with their nearest genes using HOMER’s annotation tools. To identify differentially acetylated regions between control and KO samples, HOMER was used with a 2-fold change or greater cutoff for peak intensity differences. Differential peaks were then mapped to their nearest genes, which were cross-referenced with the differential gene expression data from the RNA-seq analysis to assess transcriptional changes associated with H3K27Ac modifications.

### Generation of stable HA-Nrip1 C2C12 cell line.

HA-RIP140 lentivirus was generated by transfecting subconfluent C2C12 cells (ATCC) cultured in a gelatin-coated T25 flask with Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions and the following plasmids: 3 μg psPAX2, 2 μg pMDG.2, and 4 μg of pLVX-3XHA-RIP140. The next day, medium was exchanged for DMEM containing 30% FBS. After 48 hours, medium was harvested and stored at 4°C, replacing with fresh DMEM supplemented with 30% FBS. The next day, the medium was harvested, pooled, and virus concentrated using LentiX (Takara) according to the manufacturer’s instructions. The viral pellet was resuspended in 300 μL PBS and stored at –80°C. Stable HA-RIP140 C2C12 cells were generated by adding 100 μL of concentrated lentivirus to subconfluent C2C12 cells cultured in a 6-well plate with DMEM, 10% FBS, and 8 μg/mL polybrene. The next day, cells were selected for stable plasmid integration with DMEM, 10% FBS, and 3 μg/mL puromycin. Selection media were exchanged daily until all non-infected control cells were dead.

### ChIP-qPCR.

ChIP was performed as previously described (100). Briefly, differentiated C2C12 myotubes were crosslinked with disuccinimidyl glutarate (DSG) for 45 minutes. DSG was removed and additional crosslinking performed using formaldehyde for 10 minutes. Cells were harvested and lysed. Lysates were sonicated using a Covaris sonicator. Proteins were immunoprecipitated using anti-HA tag (Proteintech, 51064-2-AP) overnight at 4°C. Purification of DNA fragments was completed using the QIAquick PCR purification kit (Qiagen). ChIP-qPCR primers are displayed in Supplemental Table 2.

### Statistics.

A Student’s *t* test was used for all 2-group comparisons when data were normally distributed based on a Shapiro-Wilk test (α = 0.05). We used 2-way ANOVA to analyze the effect of training and RIP140 deficiency on each dependent variable. When the interaction was found significant at a *P* value of less than 0.05, we explored simple effects with Tukey’s post hoc comparisons of the 4 group means. GraphPad Prism was used for graphical and statistical analysis (version 10.2.3).

### Study approval.

All animal studies were performed in accordance with NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and approved by the IACUC at the University of Pennsylvania.

### Data availability.

All genomics data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO). The skm*Nrip1^–/–^* RNA-seq data are available under accession GSE289576. The str*Nrip1^–/–^* with training RNA-seq data are available under accession GSE289569. The H3K27Ac CUT&RUN data for *Nrip1^–/–^* primary skeletal muscle myotubes are available under accession GSE289567. Values for all data points in graphs are present in the Supporting Data Values file.

## Author contributions

EP and DPK conceptualized the project. EP conducted experiments. DMM conducted the mitochondrial density calculations. SMS generated and validated the C2C12 RIP140 stable overexpression line. BPS performed the Musk Westerns and analysis. KB specifically conducted bioinformatics analyses. TSK assisted with ex vivo muscle physiology and histology experiments. TS assisted with the ChIP-qPCR experiments. TCL advised on in vivo experimental design and execution and assisted with data analysis and interpretation. EP and DPK wrote the manuscript. All authors participated in scientific discussions, including data analysis, and edited and approved the manuscript.

## Funding support

This work is supported, in part, by NIH funding and is subject to the NIH Public Access Policy. The NIH has been given the right to make the work publicly available in PubMed Central.

- NIH grants R01HL128349 and R35HL177035 (to DPK).
- NIH grant S10-OD025098 (to the Rodent Metabolic Phenotyping Core at the Perelman School of Medicine).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
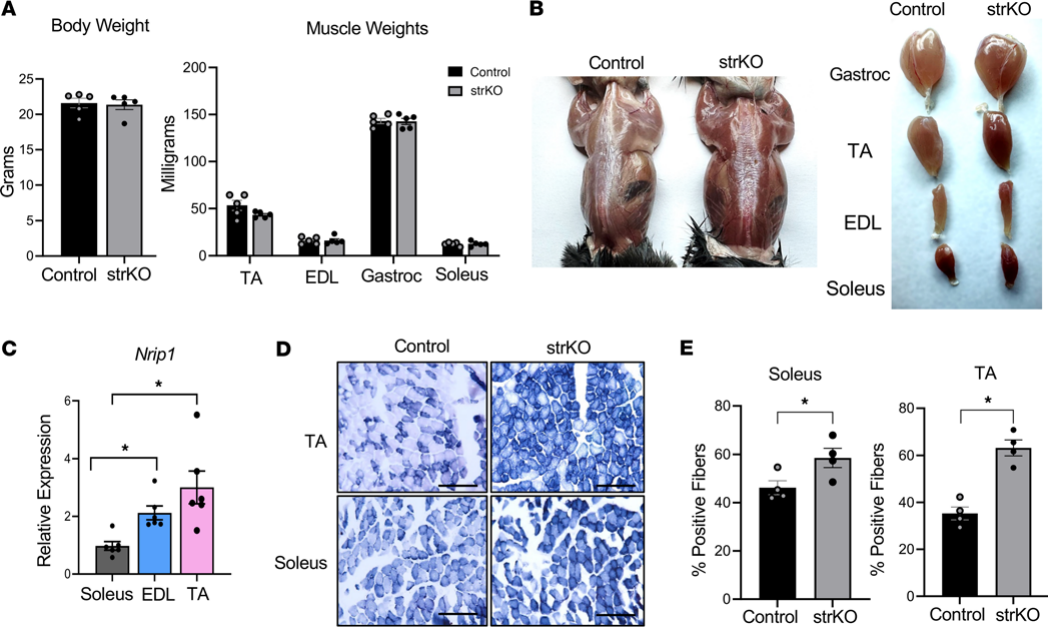
Striated muscle–specific RIP140-KO (str*Nrip1^–/–^*) mice display an oxidative muscle phenotype that is prominent in fast-twitch muscles. (**A**) Body and muscle weights comparing 8-week-old WT control and str*Nrip1*^–/–^ (strKO) male mice (*n* = 5 mice per group). (**B**) Photographs of whole body and individual muscles of 8-week-old WT control and strKO male mouse muscle. Gastrocnemius (gastroc), tibialis anterior (TA), extensor digitalis longus (EDL), and soleus. (**C**) *Nrip1* gene expression in soleus (slow-twitch), EDL (fast-twitch), and TA (fast-twitch) muscle in 8-week-old WT control male mice (*n* = 6 mice per group). (**D**) Representative images of succinate dehydrogenase (SDH) staining of WT control and strKO TA and soleus muscle (*n* = 4 animals per group per muscle type). Scale bars: 50 μm. (**E**) Quantification of SDH-positive fibers in soleus and TA muscle comparing control and strKO male mice (*n* = 4 animals per group). Values shown are mean ± SEM. *P < 0.05 versus control by 2-tailed, unpaired Student’s *t* test (**A**, **C**, and **E**).

**Figure 2:**
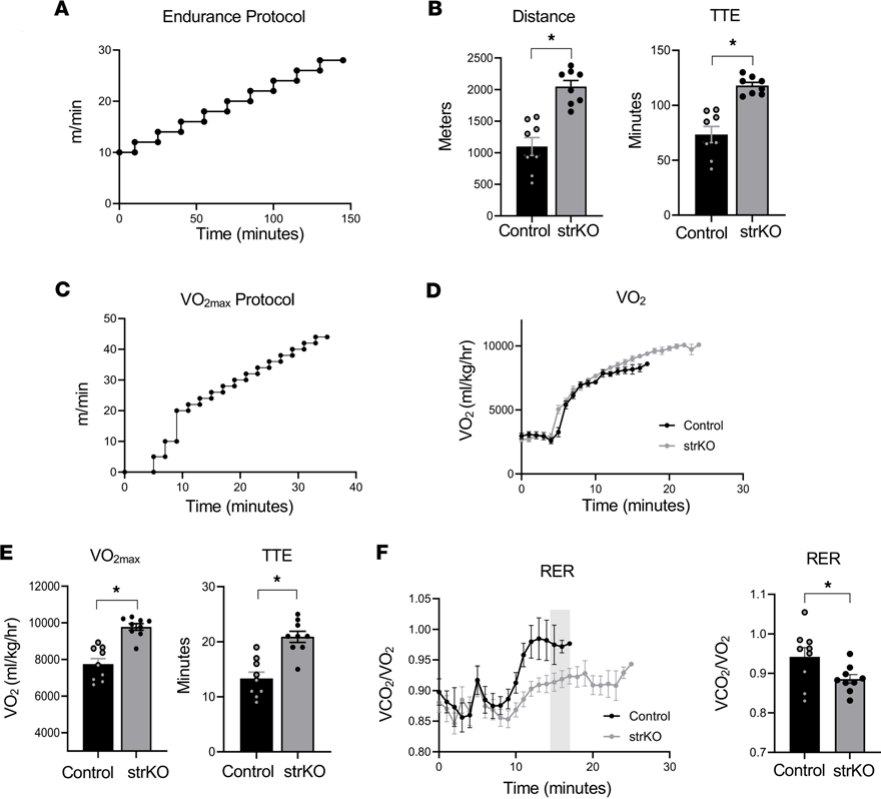
str*Nrip1*^–/–^ mice display enhanced endurance performance. (**A**) Schematic of the motorized treadmill endurance performance protocol. (**B**) Endurance performance results showing distance and time to exhaustion (TTE) of 8-week-old WT control and str*Nrip1*^–/–^ (strKO) male mice (*n* = 8 mice per group). (**C**) Schematic of the motorized treadmill VO_2max_ protocol. (**D**) VO_2_ of 8-week-old male WT control and strKO mice plotted against time using the VO_2max_ exercise protocol (*n* = 9 mice per group). (**E**) VO_2max_ and TTE comparing WT control and strKO mice from the VO_2max_ exercise protocol. (**F**) Respiratory exchange ratio (RER) of WT control and strKO mice throughout the VO_2max_ protocol. The averaged point of WT control exhaustion is shown as the shaded region in light gray and shown as a comparative plot (*n* = 9 mice per group). Values represent mean ± SEM. *P < 0.05 versus control by 2-tailed, unpaired Student’s *t* test (**B**, **E**, and **F**).

**Figure 3:**
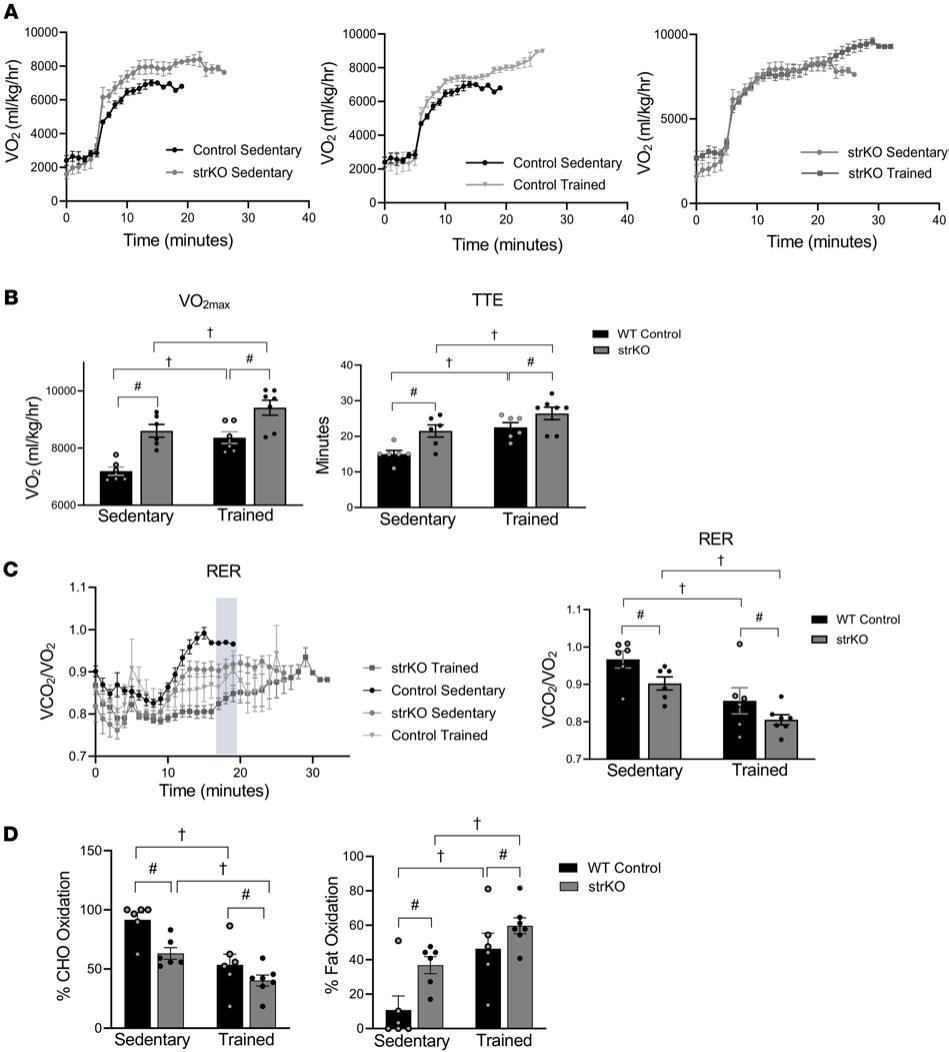
str*Nrip1*^–/–^ mice are capable of training to a VO_2max_ beyond baseline endurance phenotype. (**A**) VO_2_ plotted against time of the VO_2max_ exercise protocol comparing WT control sedentary and str*Nrip1*^–/–^ (strKO) sedentary mice, WT control sedentary and trained WT control mice, and strKO sedentary and strKO trained mice (*n* = 6–7 mice per group). (**B**) VO_2max_ and time-to-exhaustion (TTE) values from the VO_2max_ exercise protocol comparing WT control sedentary versus trained, and strKO sedentary versus trained male mice (*n* = 6–7 mice per group). (**C**) Respiratory exchange ratio (RER) derived from the VO_2max_ exercise protocol comparing WT control sedentary, WT control trained, strKO sedentary, and strKO trained male mice at 16 weeks of age and plotted at the averaged point of WT control exhaustion shaded in gray (*n* = 6–7 mice per group). (**D**) Percentage carbohydrate (CHO) and fat oxidation calculated from RER measurements derived from the VO_2max_ testing protocol comparing WT control sedentary, WT control trained, strKO sedentary, and strKO trained male mice (*n* = 6–7 mice per group). Values are the mean ± SEM. ^#^*P* < 0.05 comparing genotypes and ^†^*P* < 0.05 comparing training by 2-way ANOVA displaying main effects (**B**–**D**).

**Figure 4:**
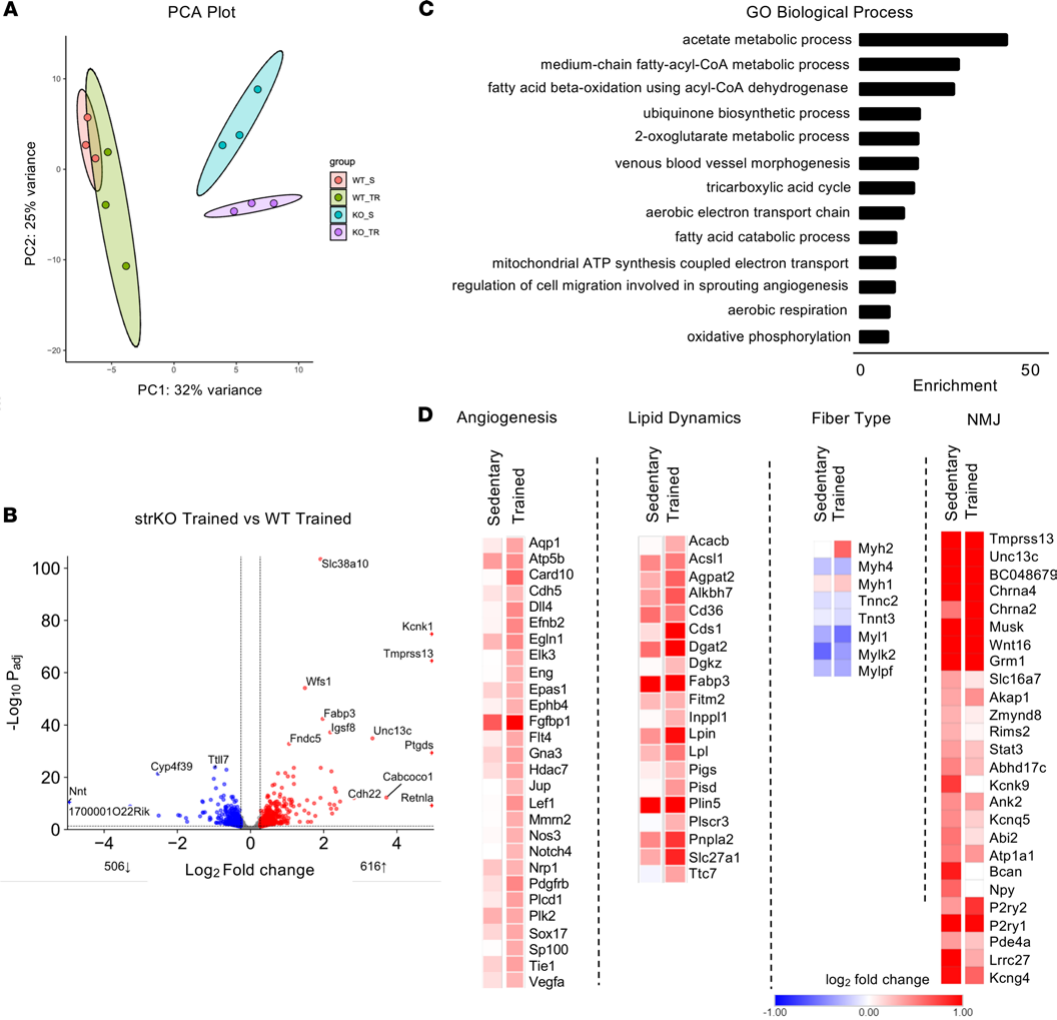
RIP140 regulates an array of pathways/processes known to be involved in muscle endurance. (**A**) PCA plot displaying WT control sedentary (WT_S), WT control trained (WT_TR), str*Nrip1*^–/–^ (strKO) sedentary (KO_S), and str*Nrip1*^–/–^ trained (KO_TR) groups from RNA-seq of EDL muscle (*n* = 3 per group). (**B**) Volcano plot comparing strKO trained and WT control trained differentially expressed genes (DEGs) from RNA-seq of EDL muscle. (**C**) Gene Ontology (GO) pathway analysis of upregulated Biological Process pathways in strKO trained EDL compared to WT control trained EDL. (**D**) Heatmap of upregulated DEGs at sedentary and trained conditions in strKO EDL muscle compared to corresponding WT controls. Fold change (FC) > 1.2, FDR < 0.05.

**Figure 5:**
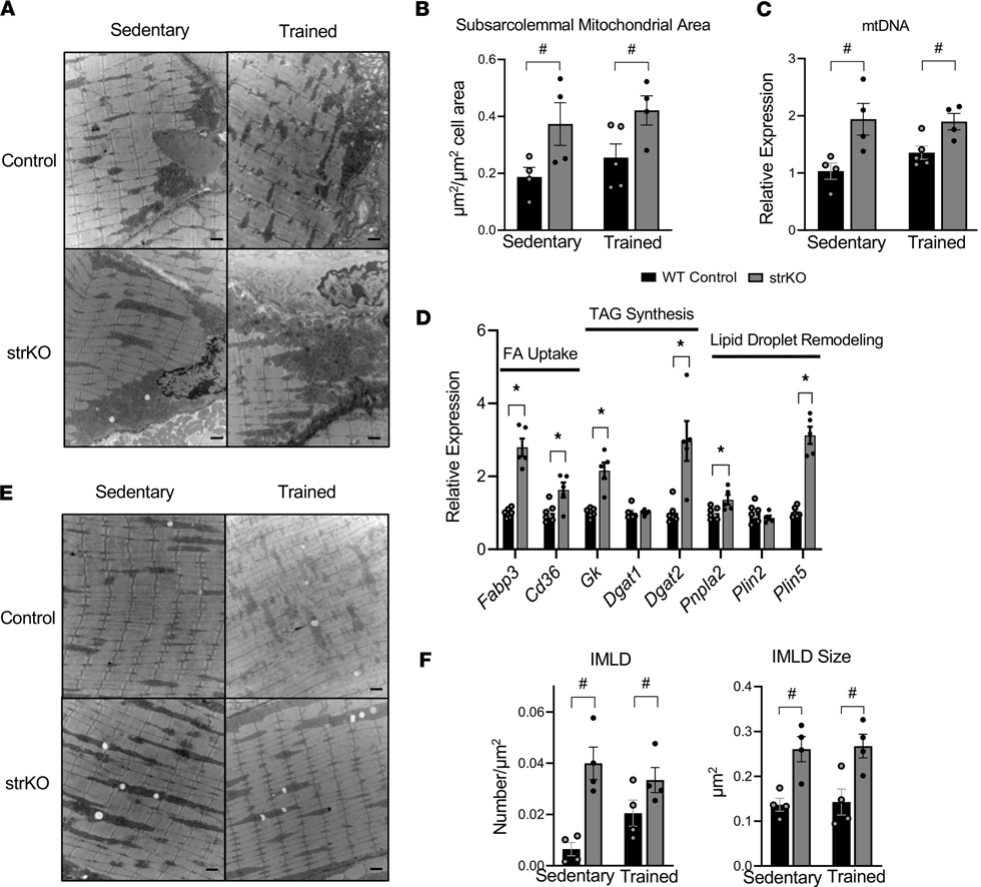
The ultrastructure of str*Nrip1*^–/–^ EDL reveals increased subsarcolemmal mitochondria and intramyocellular lipid droplets (IMLDs) in close apposition. (**A**) Representative electron micrographs of subsarcolemmal mitochondria in EDL muscle from 16-week-old male str*Nrip1*^–/–^ (strKO) sedentary, WT control sedentary, str*Nrip1*^–/–^ trained, and WT control trained mice. Scale bars: 1 μm. (**B**) Subsarcolemmal mitochondrial density quantified from the electron micrograph images from strKO sedentary, WT control sedentary, strKO trained, and WT control trained mice (*n* = 4–5 mice per group, 5 images analyzed per mouse). (**C**) Mitochondrial DNA (mtDNA) quantified from EDL muscle from male strKO sedentary, WT control sedentary, strKO trained, and WT control trained mice (*n* = 4–5 mice per group). (**D**) Expression of genes involved in triglyceride dynamics comparing strKO and WT control EDL muscle measured by qPCR (*n* = 5–6 mice per group). TAG, triacylglycerol; FA, fatty acid. (**E**) Representative electron micrographs of EDL muscle from male strKO sedentary, control sedentary, strKO trained, and WT control trained mice depicting lipid droplets (*n* = 4 mice per group). Scale bars: 1 μm. (**F**) IMLD number and size measured from the electron micrographs in EDL muscle from male strKO sedentary, control sedentary, strKO trained, and WT control trained mice (*n* = 4 per group, 5 images analyzed per mouse). Values are the mean ± SEM. ^#^*P* < 0.05 comparing genotypes and ^†^*P* < 0.05 comparing training by 2-way ANOVA displaying main effects (**B**, **C**, and **F**) or by 2-tailed, unpaired Student’s *t* test (**D**).

**Figure 6:**
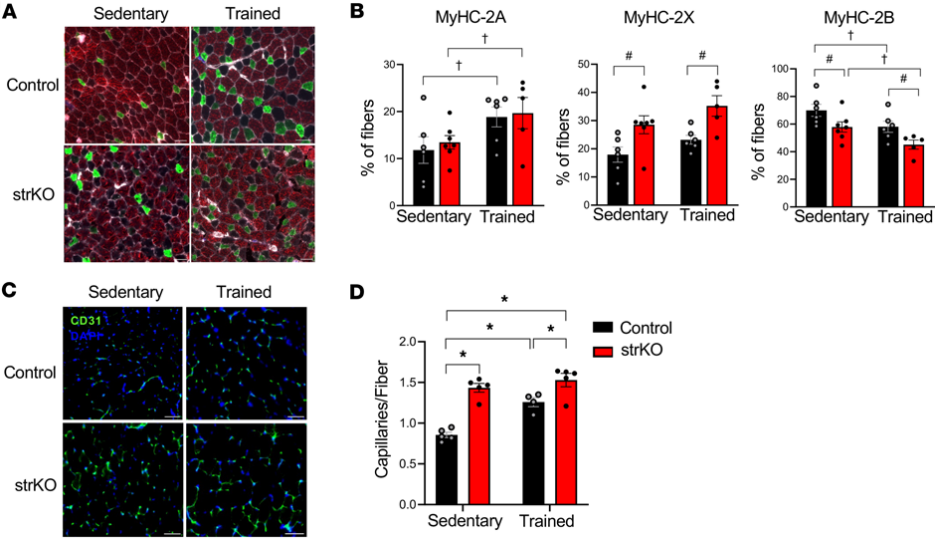
str*Nrip1*^–/–^ mice display a shift in fiber type and increased angiogenesis. (**A**) Fiber type staining of EDL muscle from 16-week-old male str*Nrip1*^–/–^ (strKO) sedentary, control sedentary, str*Nrip1*^–/–^ trained, and control trained mice (*n* = 5–7 mice per group). Scale bars: 50 μm. (**B**) Quantification of myosin expression (MyHC-2A, MyHC-2X, and MyHC-2B) from EDL fiber type images of male strKO sedentary, control sedentary, strKO trained, and control trained mice (*n* = 5–7 mice per group). (**C**) CD31 staining (green) of EDL muscle from 16-week-old male strKO sedentary, control sedentary, strKO trained, and control trained mice (*n* = 4–5 mice per group). Scale bars: 50 μm. (**D**) Quantification of capillaries per fiber from CD31-immunostained EDL images from strKO sedentary, control sedentary, strKO trained, and control trained mice (*n* = 4–5 mice per group). Values are the mean ± SEM. ^#^*P* < 0.05 comparing genotypes and ^†^*P* < 0.05 comparing training by 2-way ANOVA displaying main effects (**B**) or *P < 0.05 by 2-way ANOVA with Tukey’s multiple-comparison test (**D**).

**Figure 7:**
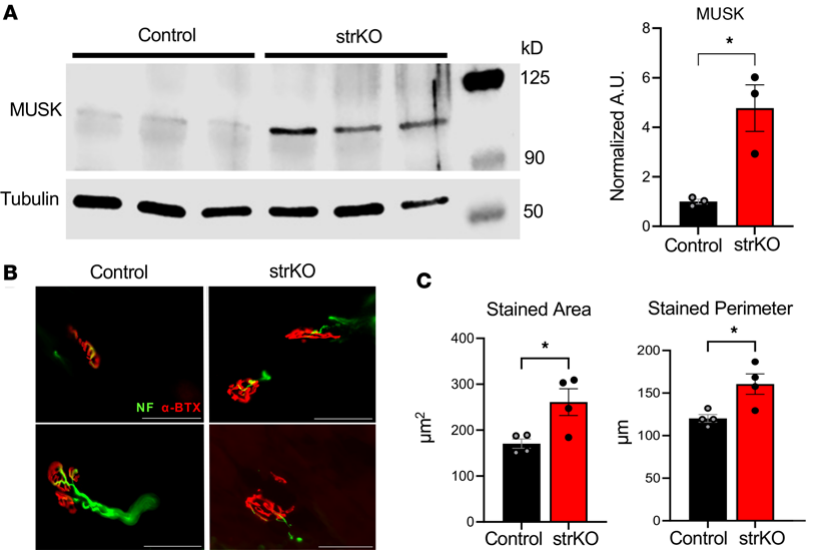
Neuromuscular junction (NMJ) remodeling in sedentary str*Nrip1*^–/–^ mouse muscle. (**A**) MUSK Western blot comparing WT control and str*Nrip1*^–/–^ (strKO) EDL muscle and quantification (normalized to tubulin) from 8-week-old male mice (*n* = 3 mice per group). (**B**) α-Bungarotoxin (α-BTX; motor end plate, red) and neurofilament (NF; nerve terminal, green) staining in WT control and strKO EDL muscle from 8-week-old male mice. Scale bars: 50 μm. (**C**) Stained area and stained perimeter measured from α-BTX (motor end plate) staining from WT control and strKO EDL muscle (*n* = 4 mice per group, 12–15 NMJs measured per mouse). Values are the mean ± SEM. *P < 0.05 versus control by 2-tailed, unpaired Student’s *t* test (**A** and **C**).

**Figure 8:**
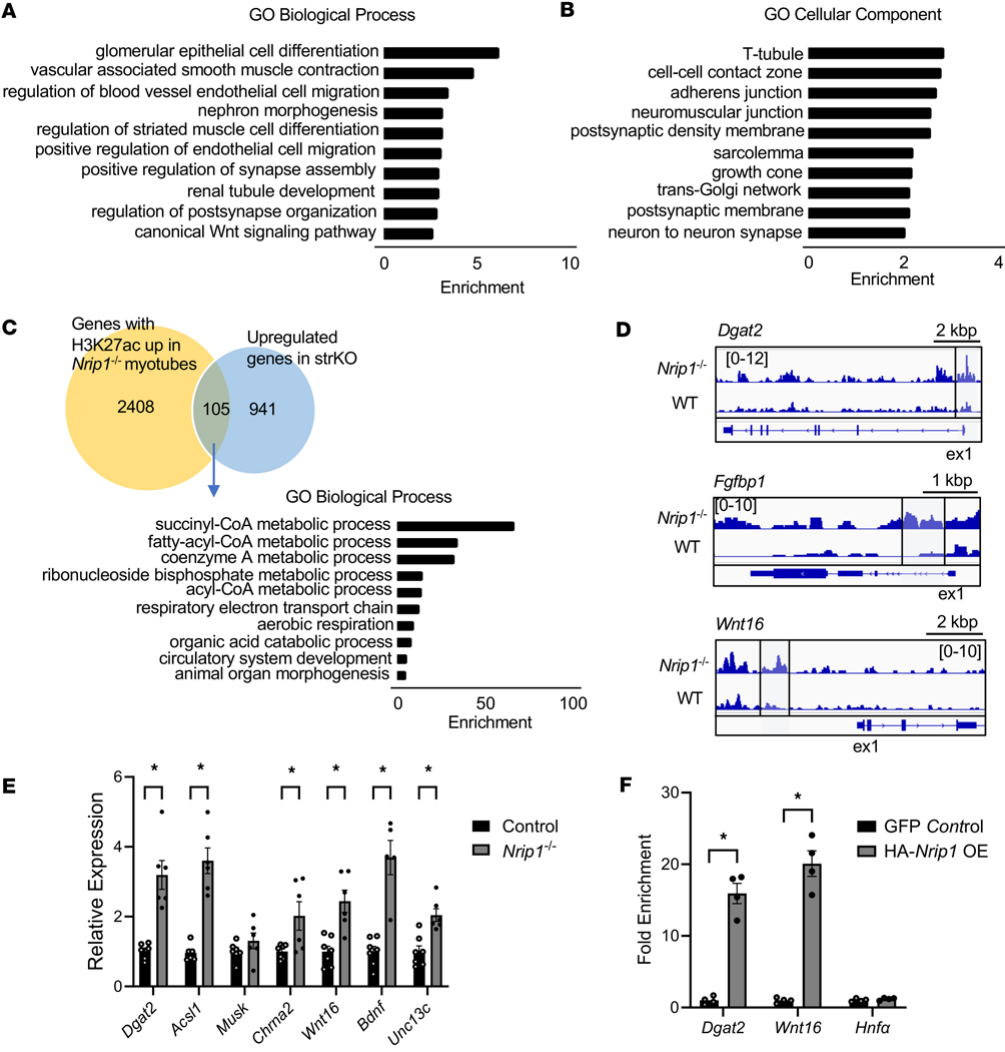
CUT&RUN sequencing reveals RIP140 targets involved in mitochondrial function, angiogenesis, and the NMJ. (**A**) GO Biological Process pathways and (**B**) Cellular Component pathways based on analysis of genes near increased H3K27ac peaks in *Nrip1*^–/–^ myotubes compared to WT control primary myotubes. (**C**) Intersection analysis of upregulated H3K27ac gene annotated peaks in *Nrip1*^–/–^ myotubes and upregulated differentially expressed genes (DEGs) in strKO gastrocnemius compared to their corresponding controls. GO biological process pathways are represented from the intersected gene list. (**D**) Representative CUT&RUN sequencing browser tracks from *Dgat2*, *Fgfbp1*, and *Wnt16* comparing *Nrip1*^–/–^ and WT control. Browser tracks were obtained utilizing the Integrative Genomics Viewer (https://igv.org/) displayed as sequence reads mapped to the reference genome (mouse mm10). The gene locus is represented in the bottom segment of each browser track and exon 1 (ex. 1) is labeled. Sequence read peaks are represented on a log scale. (**E**) Gene expression of fatty acid metabolic and NMJ genes denoted at the bottom comparing *Nrip1*^–/–^ and WT control myotubes (*n* = 6–7 samples per group). (**F**) ChIP-qPCR enrichment at *Dgat2* and *Wnt16* H3K27ac peaks identified by CUT&RUN analyses and *Hnfa* (negative control) in 3x-HA-Nrip1–overexpressing (OE) and GFP control C2C12 myotubes (*n* = 4 samples per group). Values are the mean ± SEM. *P < 0.05 versus control by 2-tailed, unpaired Student’s *t* test (**E** and **F**).

# Supplementary material for: A role for the transcriptional coregulator RIP140 in the control of muscle endurance fitness
**Source:** JCI Insight. 2025 Oct 21;10(22):e192376. doi: 10.1172/jci.insight.192376
**Supplement:** Supplemental data

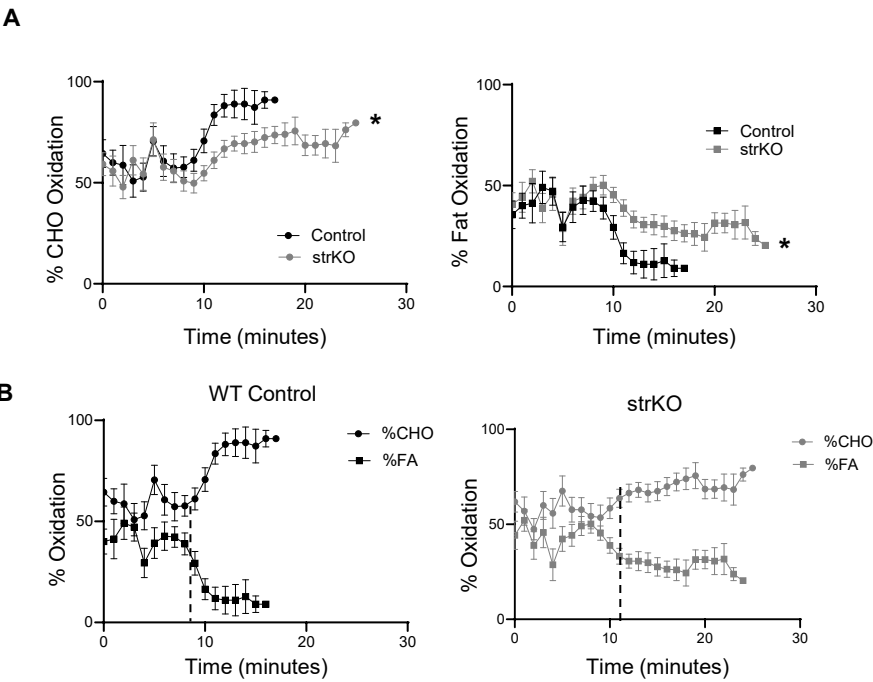

**Supplemental Figure 1. *strNrip1*<sup>-/-</sup> (strKO) mice display a greater utilization of fatty acids during exercise. (A)** Percent carbohydrate (CHO) and fat oxidation calculated from RER measurements derived from the  $VO_{2max}$  testing protocol comparing 8-week-old control and strKO mice (n=9 mice per group). **(B)** Crossover oxidation and aerobic threshold (displayed by the dotted line) represented in WT control and strKO mice derived from %CHO and %FA oxidation measurements (n=9 mice per group). Values are the mean  $\pm$  SEM. \*P < 0.05 versus control, by 2-tailed, unpaired Student's t test.

Supplemental Figure 2

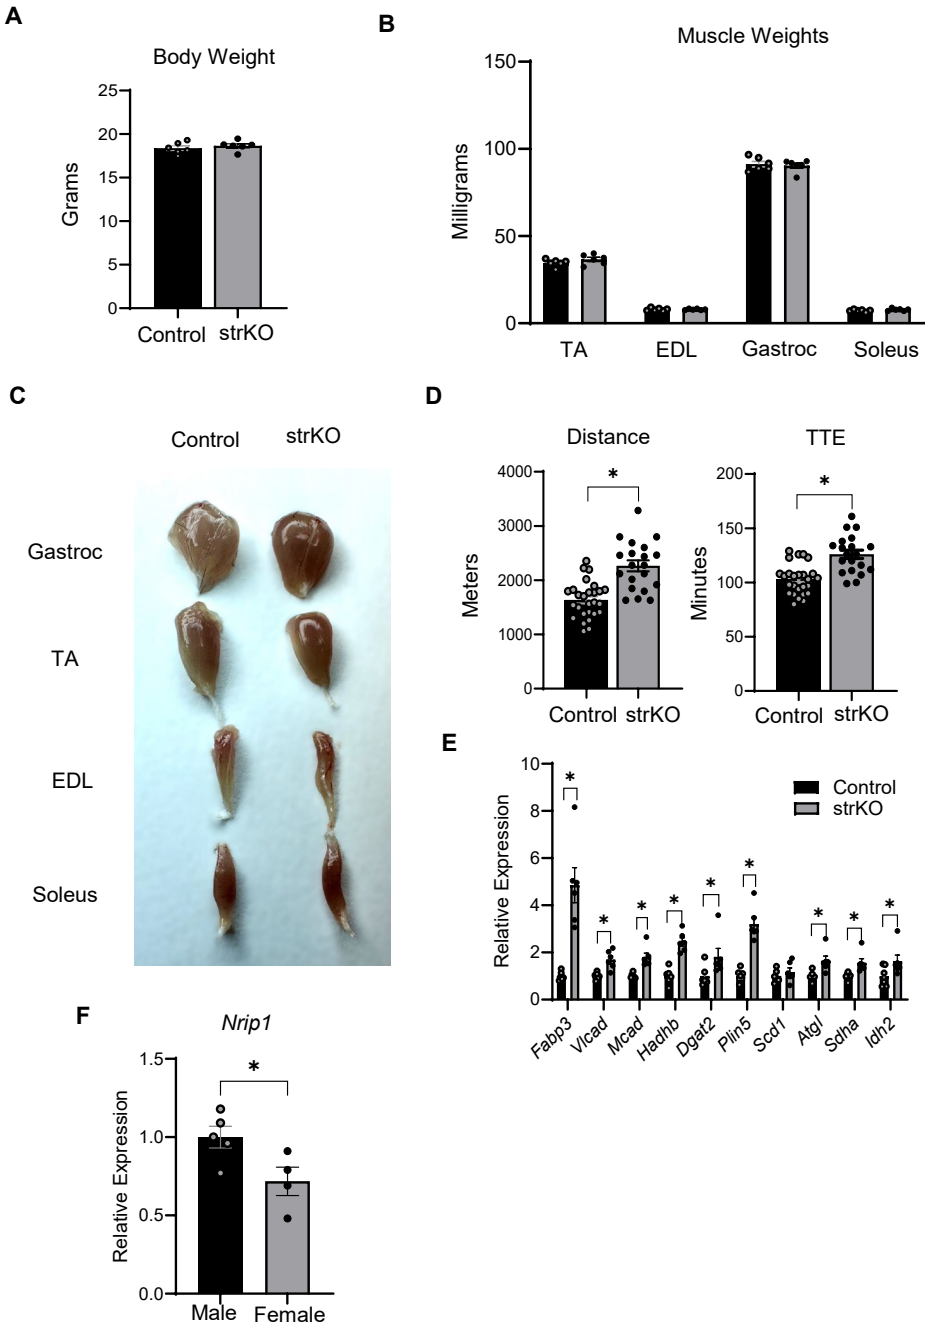

**Supplemental Figure 2. Female (*strNrip1*<sup>-/-</sup>) *strKO* mice display a similar phenotype to male *strKO* mice.** (A) Body weights of 8-week-old WT control and *strNrip1*<sup>-/-</sup> (*strKO*) female mice (n=6 mice per group). (B) Muscle weights (tibialis anterior (TA), extensor digitalis longus (EDL), gastrocnemius (gastroc) and soleus) of 8-week-old WT control and *strKO* female mice (n=6 mice per group). (C) Individual muscle photos as denoted of 8-week-old WT control and *strKO* female mice. (D) Endurance performance results showing distance and time to exhaustion comparing 8-week-old female WT control and *strKO* mice (n=20-25 per group). (E) Gene expression of fatty acid oxidation and lipid droplet remodeling genes measured by qPCR comparing 8-week-old control and *strKO* female mice (n=5-6 mice per group). (F) *Nrip1* gene expression measured by qPCR comparing control male and female 8-week-old mice (n=4-5 mice per group). Values are the mean  $\pm$  SEM. \*P < 0.05 by 2-tailed, unpaired Student's t-test.

# Supplemental Figure 3

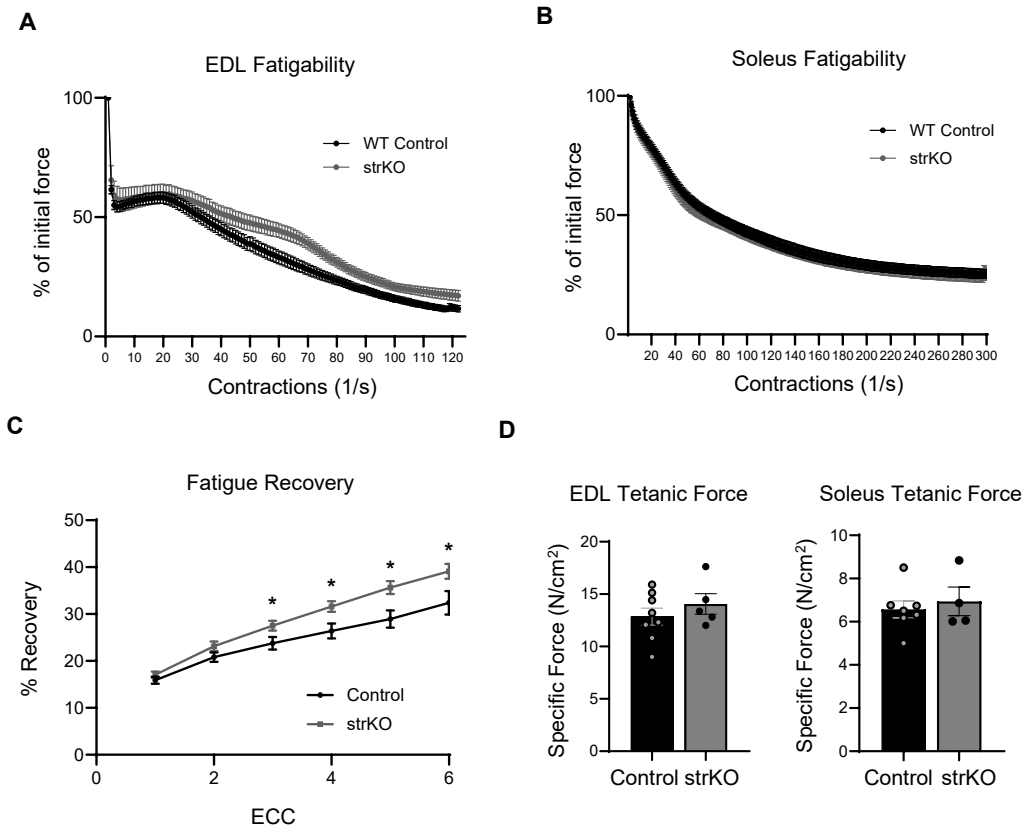

**Supplemental Figure 3. Isolated *strNrip1*<sup>-/-</sup> skeletal muscle exhibits decreased fatigability.** (A) *Ex vivo* fatigability curves comparing 16-week-old male WT control and *strNrip1*<sup>-/-</sup> (strKO) extensor digitalis longus (EDL) muscle (n=6-8 mice per group). (B) *Ex vivo* fatigability curves comparing 16-week-old male WT control and strKO soleus muscle (n=5-6 mice per group). (C) Percent of tetanic force recovery following the *ex vivo* fatigue protocol in male WT control and strKO EDL muscle (n=5-7 mice per group). (D) *Ex vivo* tetanic force comparing EDL and soleus from male WT control and strKO muscle (n=4-8 per group). Values are the mean ± SEM. \**P* < 0.05 versus control, by 2-tailed, unpaired Student's *t* test.

Supplemental Figure 4

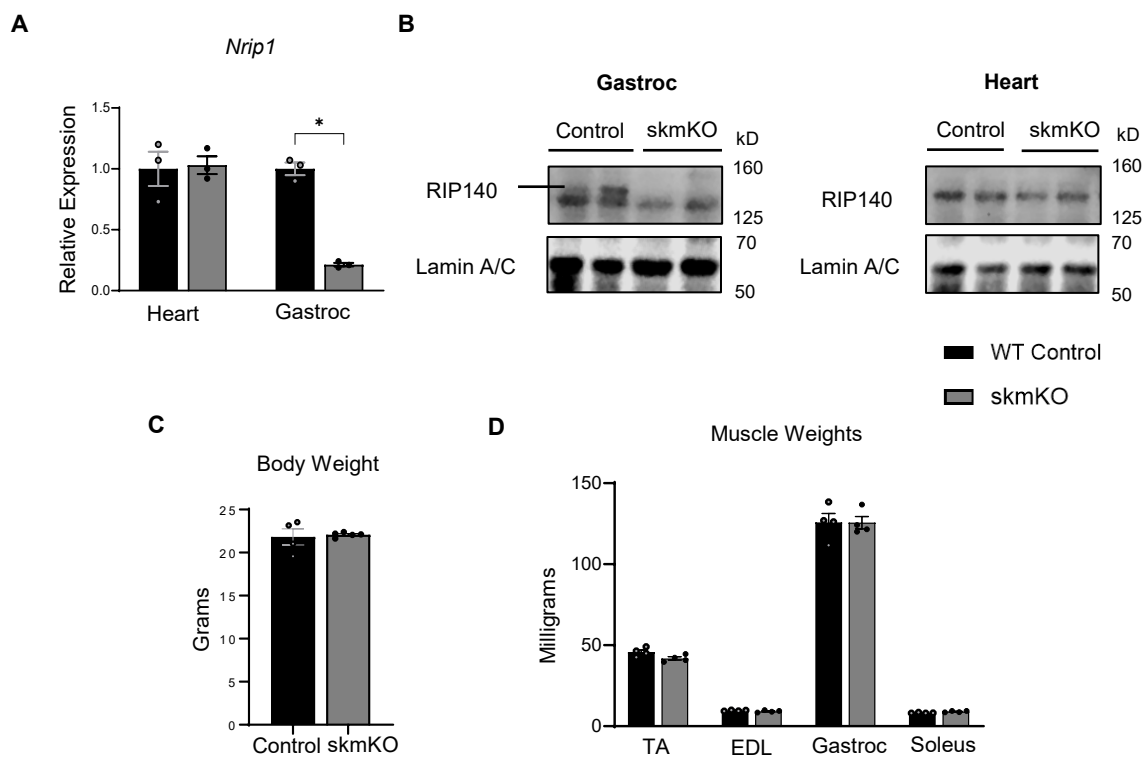

**Supplemental Figure 4. Myogenin-Cre RIP140 KO (*skmNrip1<sup>-/-</sup>*) mouse generation and validation. (A) *Nrip1* expression from heart and gastrocnemius (gastroc) muscle comparing 8-week-old WT control and *skmNrip1<sup>-/-</sup>* (skmKO) male mice (n= 3 per group). (B) RIP140 western blot of gastrocnemius and heart from WT control and skmKO male mice (n= 5 per group). (C) Body weights of 8-week old male control and skmKO mice (n= 4-5 per group). (D) Muscle weights from 8-week old control and skmKO male mice (n= 4-5 per group). Values are the mean  $\pm$  SEM. \* $P < 0.05$  versus control, by 2-tailed, unpaired Student's *t* test.**

Supplemental Figure 5

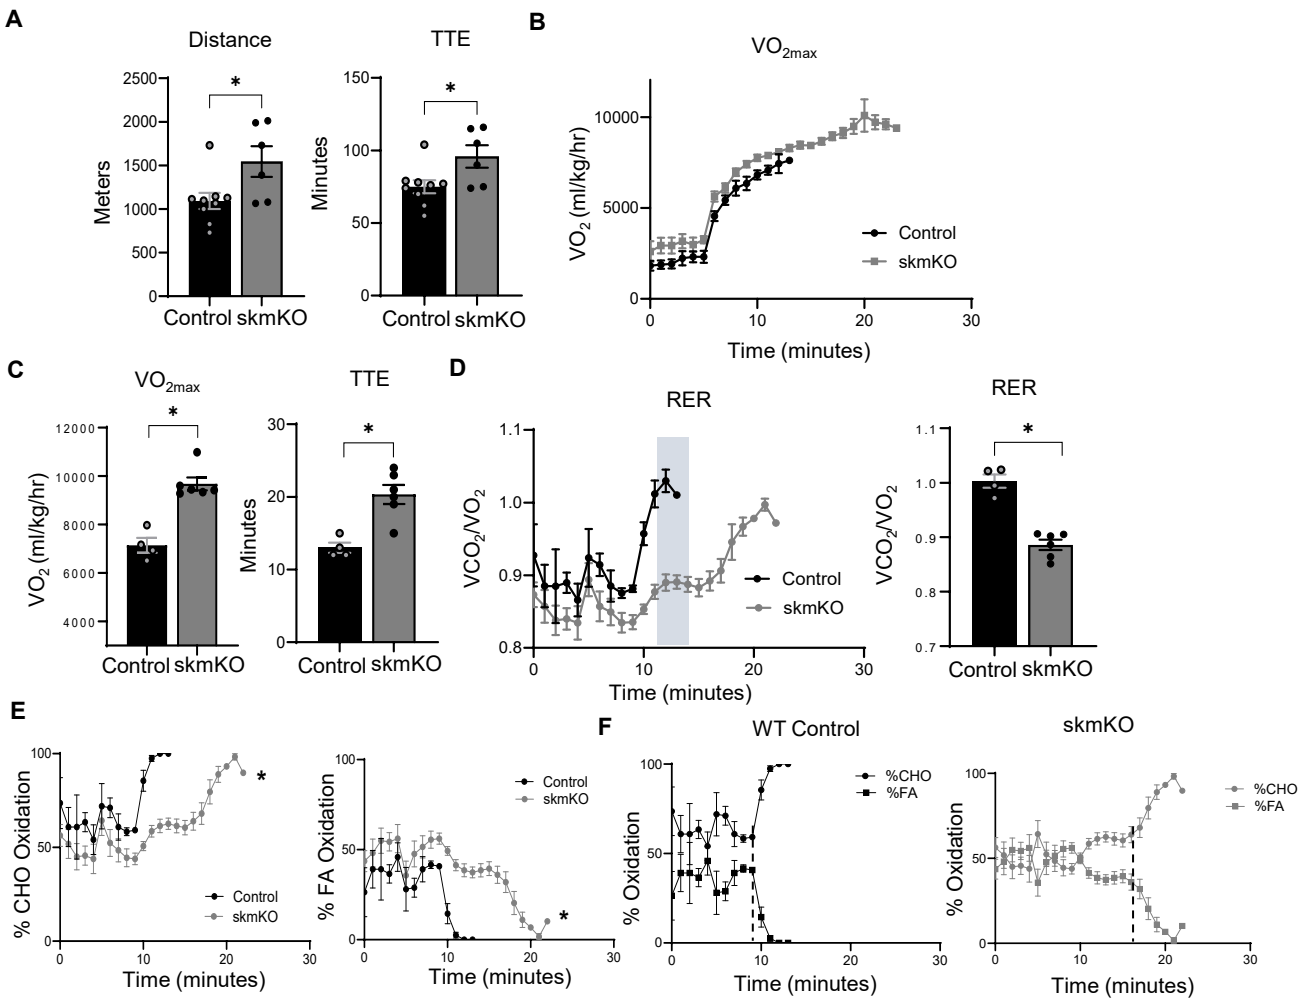

**Supplemental Figure 5. *skmNrip1*<sup>-/-</sup> (skmKO) mice phenocopy the enhanced endurance phenotype of *strNrip1*<sup>-/-</sup> (strKO) mice.** (A) Endurance performance results showing distance and time to exhaustion (TTE) comparing 8-week-old WT control and *skmNrip1*<sup>-/-</sup> (skmKO) male mice (n=6-8 per group). (B)  $VO_2$  comparing 8-week-old WT control and skmKO male mice plotted against time during the  $VO_{2max}$  exercise protocol (n=4-6 mice per group). (C)  $VO_{2max}$  and time to exhaustion (TTE) comparing WT control and skmKO mice from the  $VO_{2max}$  exercise protocol (n=4-6 per group). (D) Respiratory Exchange Ratio (RER) comparing WT control and skmKO male mice throughout the  $VO_{2max}$  protocol and plotted at the point of control exhaustion (n=4-6 mice per group). (E) Percent carbohydrate (CHO) and fat (FA) oxidation calculated from RER measurements derived from the  $VO_{2max}$  testing protocol comparing 8-week-old control and skmKO mice (n=4-6 mice per group). (F) Crossover oxidation and aerobic threshold (displayed by the dotted line) represented in WT control and strKO mice derived from %CHO and %FA oxidation measurements (n=4-6 mice per group). Values are the mean  $\pm$  SEM. \*P < 0.05 by 2-tailed, unpaired Student's t-test.

Supplemental Figure 6

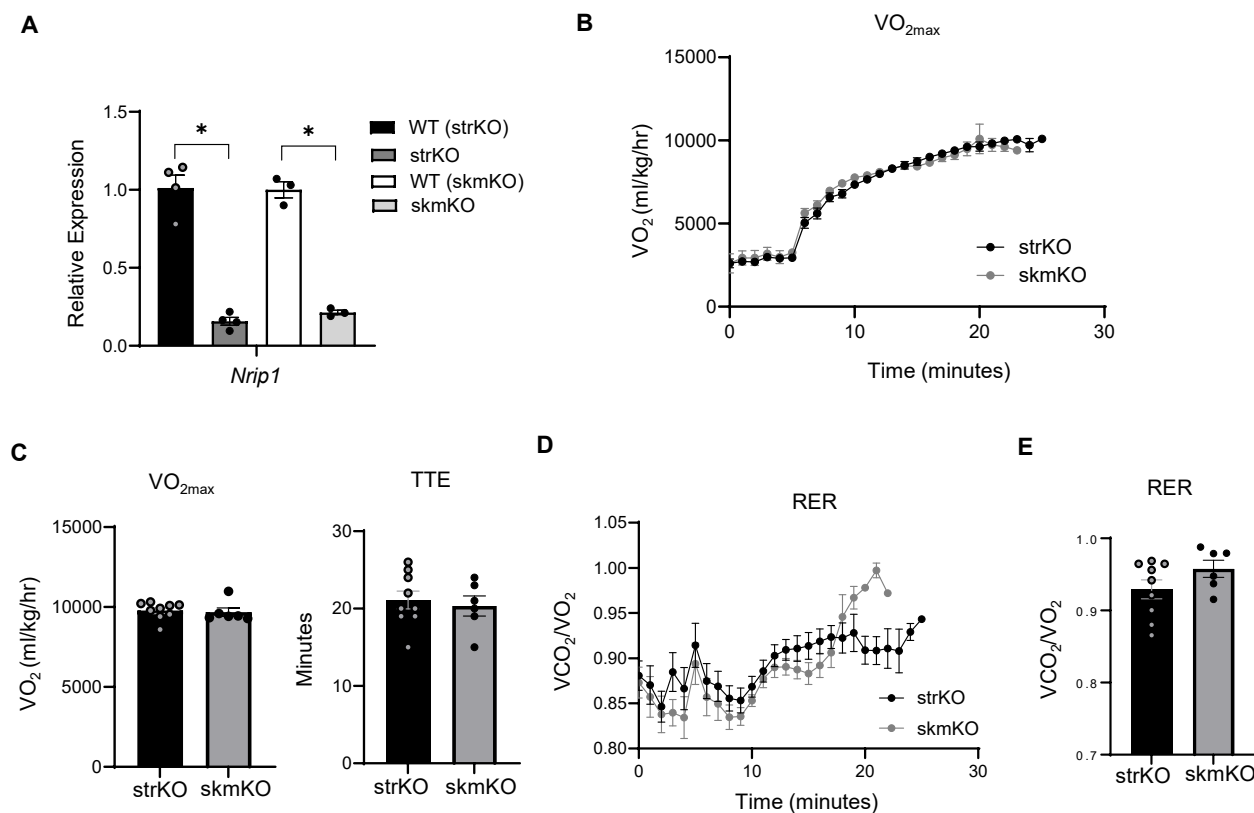

**Supplemental Figure 6. strNrip1<sup>-/-</sup> and skmNrip1<sup>-/-</sup> display no differences in exercise phenotype.** (A) Comparison of *Nrip1* gene expression measured by RT-qPCR comparing 8-week-old strNrip1<sup>-/-</sup> (WT and strKO) and skmNrip1<sup>-/-</sup> (WT and skmKO) male mice (n= 3-4 mice per group). (B)  $VO_2$  plotted against time of the  $VO_{2max}$  exercise protocol comparing strKO and skmKO mice (n= 6-9 mice per group). (C)  $VO_{2max}$  values and time to exhaustion (TTE) from the  $VO_{2max}$  exercise protocol comparing strKO and skmKO mice (n= 6-9 mice per group). (D) Respiratory exchange ratio (RER) derived from the  $VO_{2max}$  exercise protocol comparing strKO and skmKO mice (n= 6-9 mice per group). (E) RER values at exhaustion comparing strKO and skmKO mice (n= 6-9 mice per group). Values are the mean  $\pm$  SEM. \**P* < 0.05 versus control, by 2-tailed, unpaired Student's *t* test.

# Supplemental Figure 7

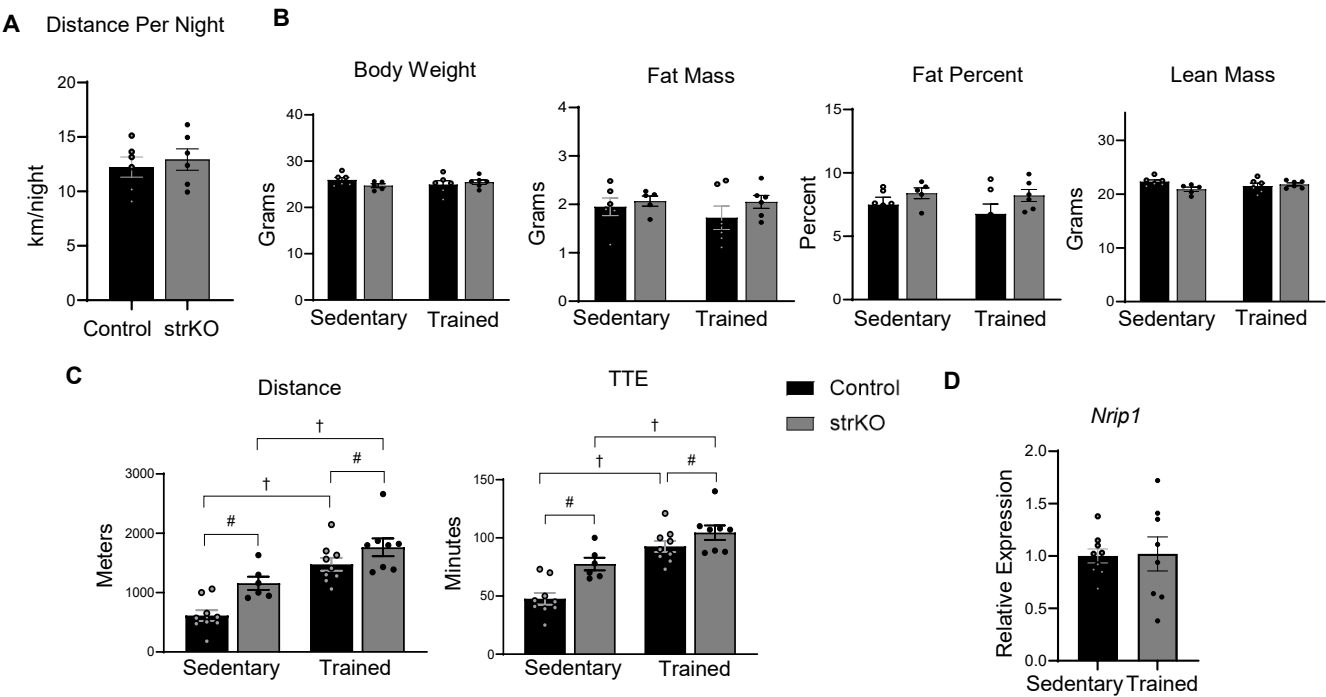

**Supplemental Figure 7. Exercise training endpoints.** (A) Distance ran per night averaged during the 8-week voluntary wheel training period comparing WT control and *strNrip1*<sup>-/-</sup> (strKO) male mice (n= 6 mice per group). (B) Body composition including body weight, lean mass, fat mass, and fat percentage among WT control sedentary, strKO sedentary, WT control trained, and strKO trained 16-week-old male mice of the training study (n= 5-6 per group). (C) Distance and time to exhaustion from the endurance performance treadmill protocol comparing WT control sedentary, strKO sedentary, WT control trained, and strKO trained 16-week-old male mice of the training study (n= 6-9 per group). (D) *Nrip1* gene expression measured by RT-qPCR comparing control sedentary and control trained 16-week-old male mice (n= 8-9 per group). Values are the mean  $\pm$  SEM. #P < 0.05 comparing genotypes and †P < 0.05 comparing training by 2-way ANOVA displaying main effects or 2-tailed, unpaired Student's *t* test.

Supplemental Figure 8

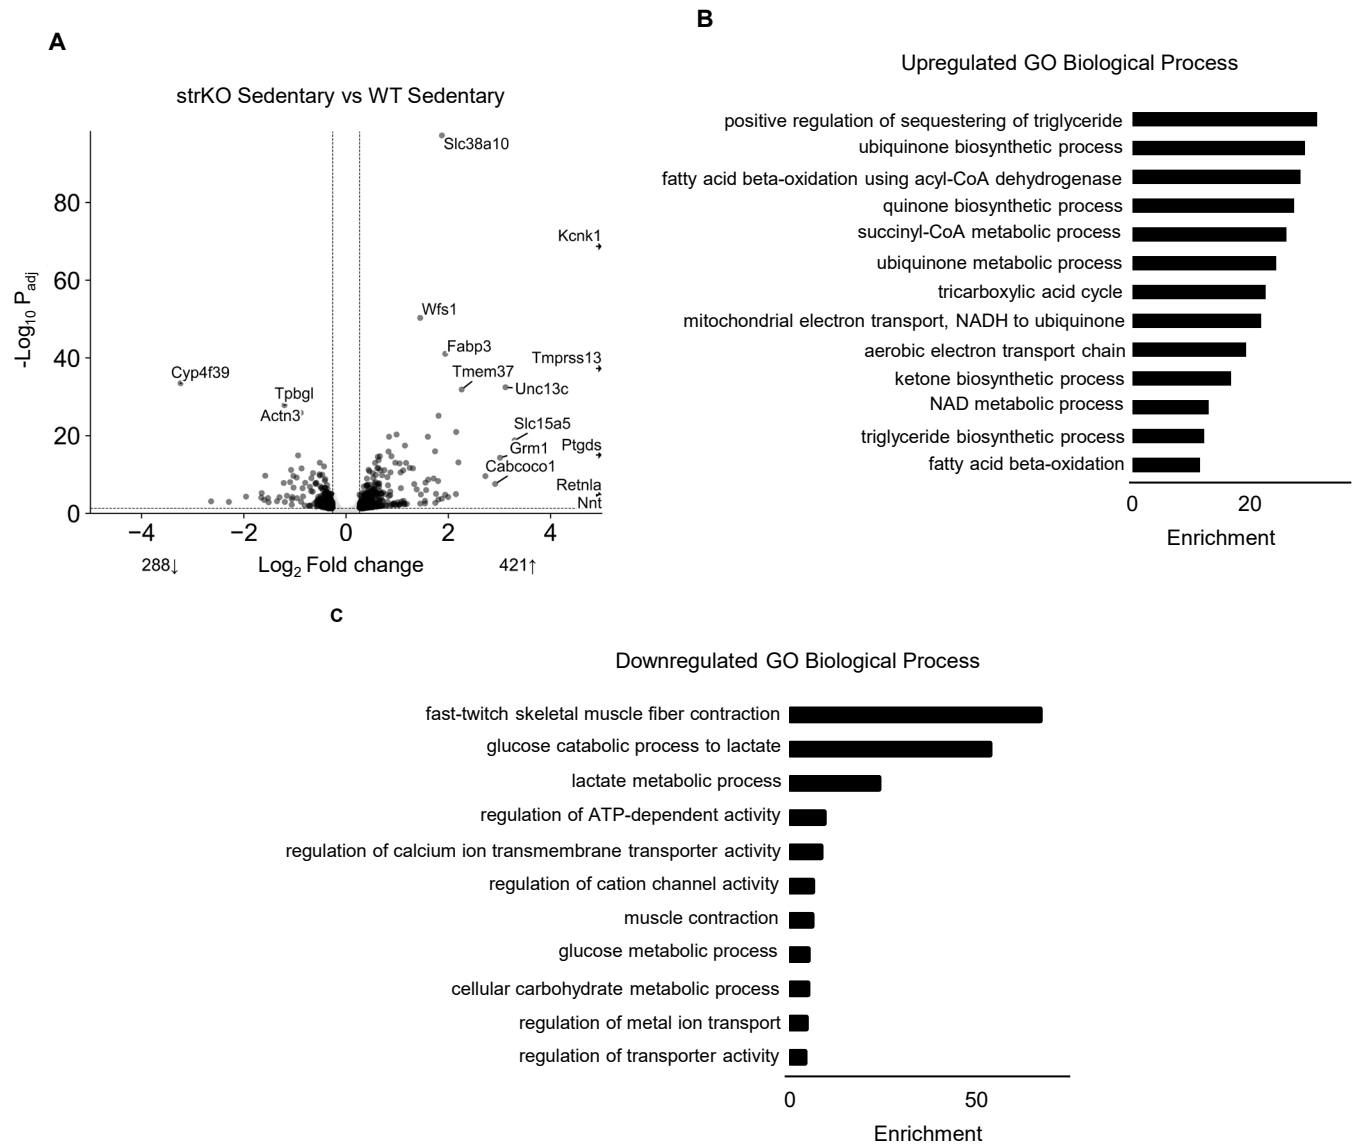

**Supplemental Figure 8. RIP140 regulates an array of pathways/processes known to be involved in muscle endurance.** (A) Volcano plot of differentially expressed genes from RNA-sequencing comparing 16-week-old male *strNrip1*<sup>-/-</sup> (strKO) and WT control sedentary extensor digitoralis longus (EDL) muscle (n=3 per group). Fold change (FC) >1.2; FDR <0.05. (B) Top 20 upregulated biological process pathways in strKO sedentary EDL compared to WT control sedentary EDL. (C) Top 20 downregulated biological process pathways in strKO sedentary EDL compared to control sedentary EDL.

Supplemental Figure 9

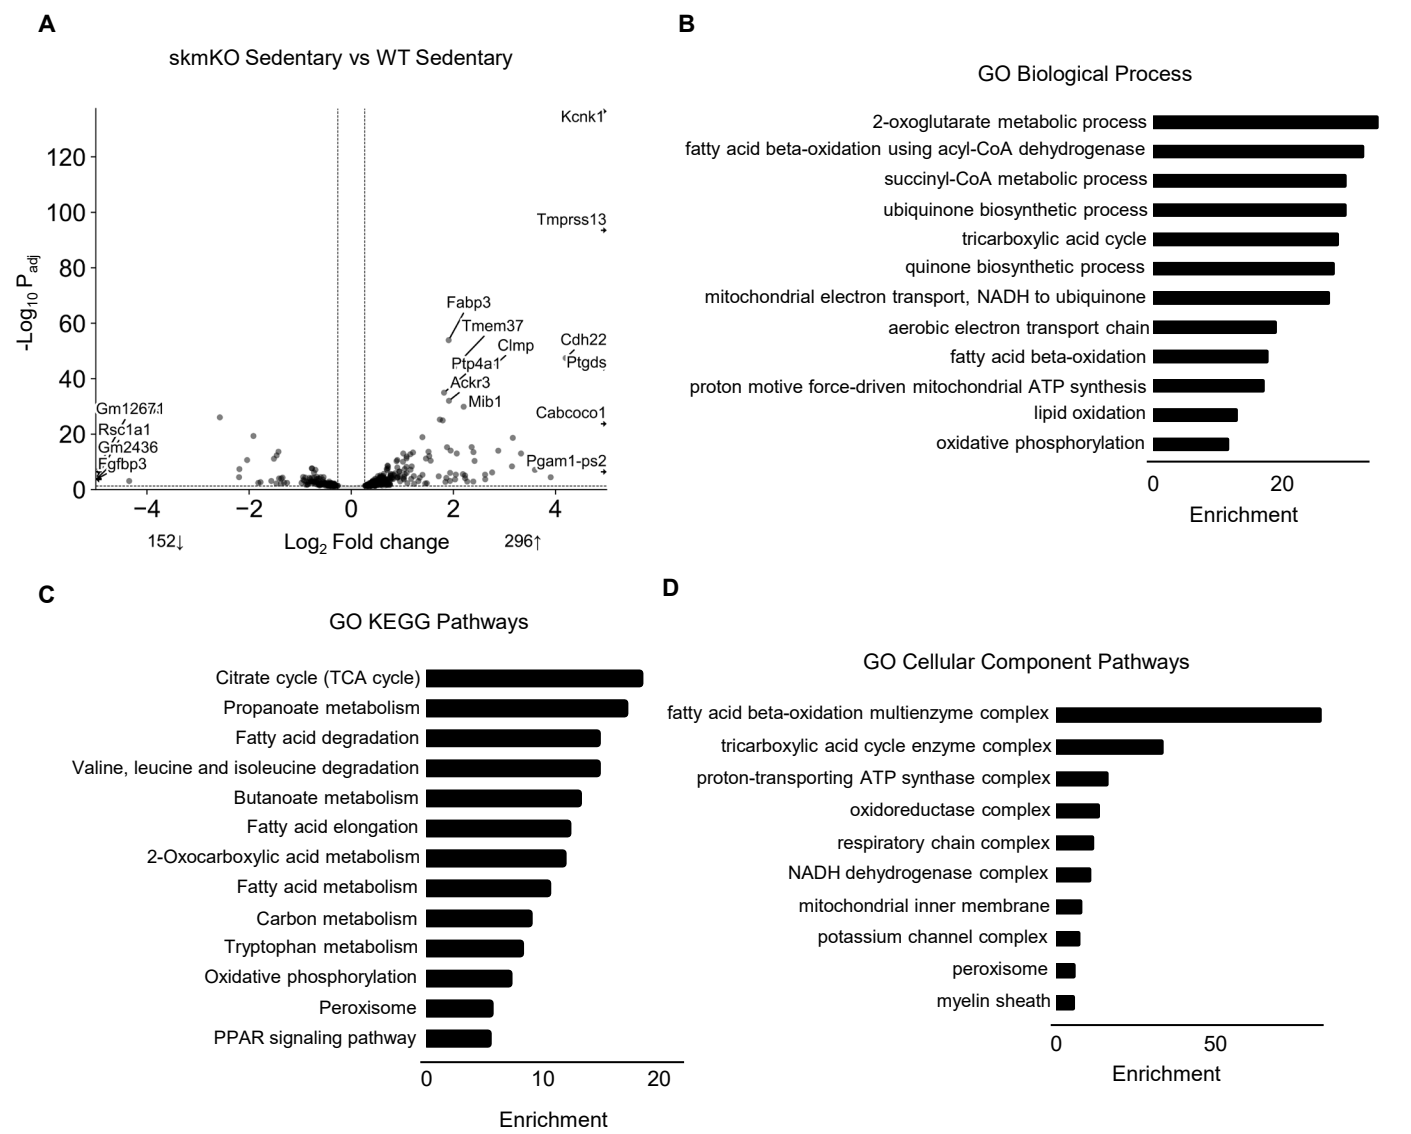

**Supplemental Figure 9. Transcriptome of *skmNrip1*<sup>-/-</sup> (skmKO) muscle recapitulates *strNrip1*<sup>-/-</sup> (strKO) muscle transcriptome.** (A) Volcano plot of differentially expressed genes from RNA-sequencing comparing 8-week-old male skmKO and WT control sedentary tibialis anterior (TA) muscle (n= 3 per group). Fold change (FC) >1.2; FDR <0.05. (B) Top upregulated enriched biological process pathways in skmKO sedentary TA compared to control sedentary TA. (C) Top upregulated KEGG pathways in skmKO sedentary TA compared to WT control sedentary TA. (D) Top upregulated enriched cellular compartment pathways in skmKO sedentary TA compared to control sedentary TA.

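Supplemental Figure 9A labels 16 genes in skmNrip1-/- TA, and 12 of them were called here, all higher in the libraries labelled skmNrip1-/-. Kcnk1, a potassium channel gene (ENSMUSG00000033998, chromosome 8, 125995170 to 126030685 on GRCm38), had an FPKM of 0.358 ± 0.111 (SD, n = 3) in WT control TA and 30.1 ± 5.14 (SD, n = 2) in the libraries labelled skmNrip1-/-. The log2 fold change of Kcnk1 was 6.06 (standard error 0.25, adjusted p = 6.19e-04 from limma). Tmprss13 (ENSMUSG00000037129, chromosome 9, 45319100 to 45347581) rose from 0.0445 ± 0.0173 FPKM (SD, n = 3) to 9.45 ± 0.0377 (SD, n = 2), a log2 fold change of 6.05 (standard error 0.24). Ptgds had a log2 fold change of 6.54 (standard error 0.39). Its FPKM was 16.8 and 43.3 in replicates 1 and 2 labelled skmNrip1-/-, against 0.194 ± 0.0422 (SD, n = 3) in WT control TA. Fabp3, which encodes a fatty acid binding protein (ENSMUSG00000028773, chromosome 4, 130308595 to 130315463), rose from 492 ± 36.5 FPKM (SD, n = 3) to 1865 ± 34.7 (SD, n = 2), a log2 fold change of 1.92 (standard error 0.12). The pseudogene Pgam1-ps2 was listed at 0 in all WT control libraries and at 3.56 and 1.58 FPKM in replicates 1 and 2 labelled skmNrip1-/-. The other 7 labeled genes called higher were Cabcoco1, Cdh22, Clmp, Mib1, Tmem37, Ackr3 and Ptp4a1 (ENSMUSG00000117310), with log2 fold changes from 1.83 to 4.44.

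The 4 labeled genes that fell were not called here. They were listed at 0 in both libraries labelled skmNrip1-/- and in at least 1 WT control library. Gm12671 was listed at 312.5, 0 and 15.4 FPKM in WT control replicates 1, 2 and 3, and Gm10359 has the same value in every library. Rsc1a1, which lies within Ddi2 on the same strand, was above 0 only in WT control replicate 1, at 2.54 FPKM. Fgfbp3, with a mean under the FPKM minimum, was above 0 only in that library, at 1.37 FPKM, and Gm2436 only in WT control replicate 2, at 3.90 FPKM.

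**Figure D3:**
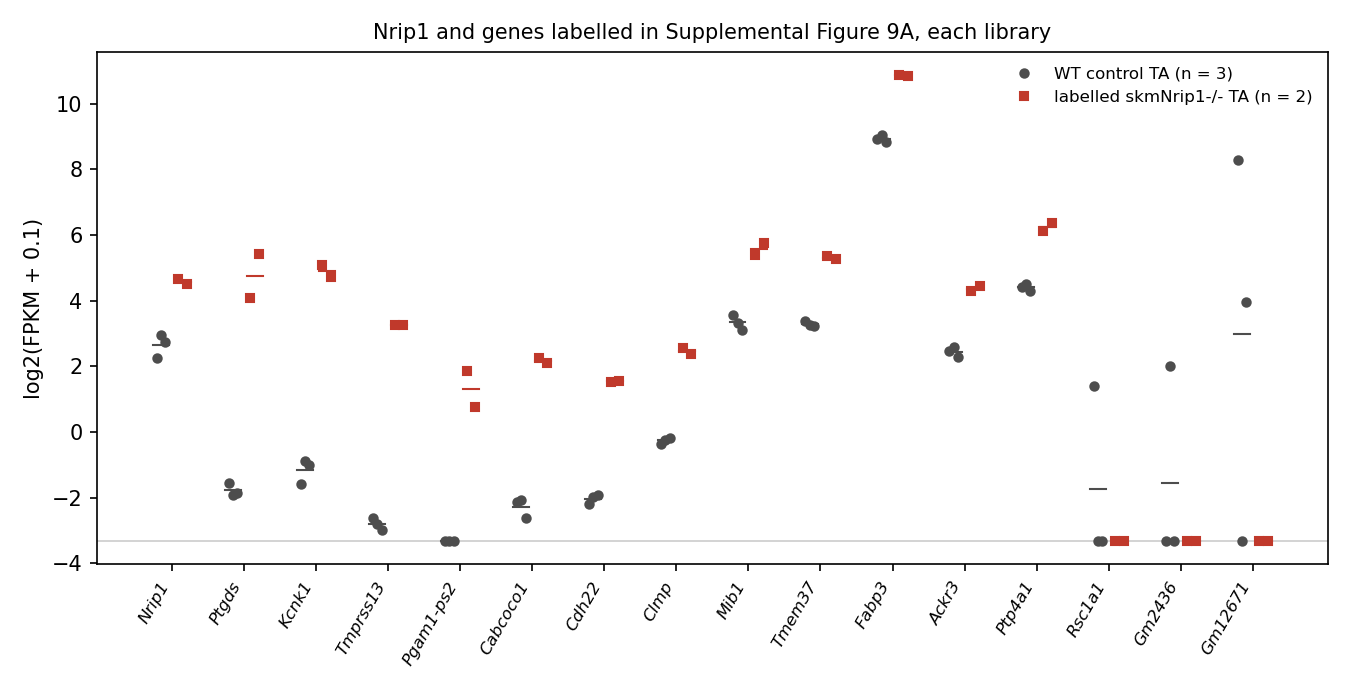
log2(FPKM + 0.1) of Nrip1 and the genes labeled in Supplemental Figure 9A in each library of WT control TA (circles, n = 3) and each library labelled skmNrip1-/- (squares, n = 2). Bars are group means, the gray line is the value of a gene listed at 0, and Fgfbp3 is left out because its mean is under the FPKM minimum. The squares of Nrip1 and of the 12 called genes lie above every circle, and those of Rsc1a1, Gm2436 and Gm12671 lie on the gray line.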

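With these thresholds, the authors' deposited table gives 296 genes higher and 152 lower in skmNrip1-/- TA. All 45 genes called higher with limma, and all 10 called lower, are called in the same direction in the authors' deposited table. Of the authors' calls, 271 of those higher and 145 of those lower passed the FPKM minimum. Before adjustment, 270 and 141 of these, respectively, had a p of 0.05 or less here. All 296 of the authors' higher calls had both libraries labelled skmNrip1-/- above every WT control library. Among the authors' lower calls, 147 had both below every WT control library and 5 had libraries that overlapped. Without the threshold on fold change, the limma calls stayed at 45 higher and 10 lower, so the fold change threshold removed no gene. At an adjusted p of 0.01 or less, 14 genes were higher and 3 lower.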

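The biological processes at the top of Supplemental Figure 9B were examined through gene lists. The median log2 fold change of 18 genes of fatty acid β-oxidation was 0.66 in the libraries labelled skmNrip1-/- against WT control TA (adjusted p = 8.06e-20 from limma's camera), and all 18 were above 0. With fry in place of camera, the adjusted p was 0.0197. In single libraries, the median of this list ranged from -0.08 to 0.14 in WT control TA and was 0.71 and 0.60 in the libraries labelled skmNrip1-/-. Rescaling to TPM moved this result the most, to 0.36, or 0.65 above the median of all genes at that scale. Hadhb (ENSMUSG00000059447, chromosome 5, 30155248 to 30184593 on GRCm38) rose the most in the list, from 184 ± 16.8 FPKM (SD, n = 3) to 355 ± 15.5 (SD, n = 2). Its log2 fold change was 0.95 (standard error 0.12, adjusted p = 0.0378 from limma), and the smallest change in the list was 0.22, for Eci1.

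The median log2 fold change of 18 genes of the TCA cycle was 0.41 (adjusted p = 1.44e-13 from camera), with all 18 above 0. Idh2 (ENSMUSG00000030541, chromosome 7, 80094846 to 80115392) rose from 124 ± 16.8 FPKM (SD, n = 3) to 246 ± 12.6 (SD, n = 2), a log2 fold change of 0.99 (standard error 0.14, adjusted p = 0.0485 from limma). The smallest change among the TCA cycle genes was 0.13, for Sdhc. For 12 genes of ubiquinone biosynthesis, the median was 0.39 (adjusted p = 1.45e-05 from camera). Of these, 9 were above 0, from -0.18 for Coq8b to 0.91 for Coq8a, none was called, and 7 had a p of 0.05 or less before adjustment. With fry in place of camera, the adjusted p was 0.0197 for the TCA cycle and also for ubiquinone biosynthesis.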

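For 19 genes of branched-chain amino acid degradation, the median log2 fold change was 0.31 (adjusted p = 2.08e-09 from limma's camera), and all 19 were above 0 in the libraries labelled skmNrip1-/-. None of these genes was called, and 11 had a p of 0.05 or less before adjustment. The changes ranged from 0.04 for Hsd17b10 to 0.57 for Mmut. For 19 genes of PPAR signaling, the median was 0.41 (adjusted p = 5.32e-07 from camera), with 16 above 0 and Rxra lowest at -0.34. Single-library medians of the PPAR list ranged from -0.20 to 0.18 in WT control TA and were 0.42 and 0.46 in the libraries labelled skmNrip1-/-. With limma's fry, a rotation test, in place of camera, the adjusted p of the PPAR list was 0.0673. That of branched-chain amino acid degradation was 0.0197 with fry. The peroxisome list had a median of 0.12 over 18 genes (adjusted p = 0.00505 from camera), with 13 above 0, and after rescaling to TPM its sign flipped to -0.18, or 0.11 above the median of all genes. With fry, the adjusted p of the peroxisome list was 0.0647. No peroxisome gene was called, and 5 had a p of 0.05 or less before adjustment. Cat had the largest change of that list, 0.77.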

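For the cellular compartments, lists of respiratory chain genes were compared between the libraries labelled skmNrip1-/- and WT control TA. The median log2 fold change was 0.09 for 36 genes of complex I (adjusted p = 0.00341 from limma's camera) and 0.22 for 9 genes of complex III (adjusted p = 0.00118 from camera). It was 0.19 for 12 genes of complex IV (adjusted p = 0.00228 from camera) and 0.17 for 15 genes of the ATP synthase (adjusted p = 0.00139 from camera). After rescaling to TPM, the signs of all 4 medians flipped, to -0.21, -0.08, -0.11 and -0.13, which are 0.08, 0.21, 0.18 and 0.16 above the median of all genes at that scale. No gene of these 4 lists was called, and 4, 4, 1 and 3 of them, respectively, had a p of 0.05 or less before adjustment. The medians of single libraries overlapped between the groups for complexes I, III and IV, and for the ATP synthase they did not overlap. The median of the ATP synthase was 0.11, -0.13 and -0.00 in WT control replicates 1, 2 and 3, and 0.21 and 0.12 in replicates 1 and 2 labelled skmNrip1-/-. The median of complex I was 0.17, -0.19 and 0.00 in WT control replicates 1, 2 and 3, and 0.17 and 0.01 in replicates 1 and 2 labelled skmNrip1-/-. Camera takes a fixed correlation of 0.01 between the genes of a list. With fry, which keeps the correlation seen between the genes, the adjusted p-values were 0.523, 0.104, 0.30 and 0.196. Within the lists, the changes ranged from -0.16 for Ndufa13 to 0.42 for Ndufs1 in complex I, and from 0.07 for Uqcrh to 0.44 for Uqcrc2 in complex III. They ranged from 0.04 for Cox5b to 0.48 for Cox5a in complex IV, and from 0.04 for Atp5g2 to 0.52 for Atp5a1 in the ATP synthase. The 27 potassium channel genes tested had a median of 0.00 (adjusted p = 0.119 from camera), with 13 above 0, and the sign of this median depended on the setting.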

Supplemental Figure 10

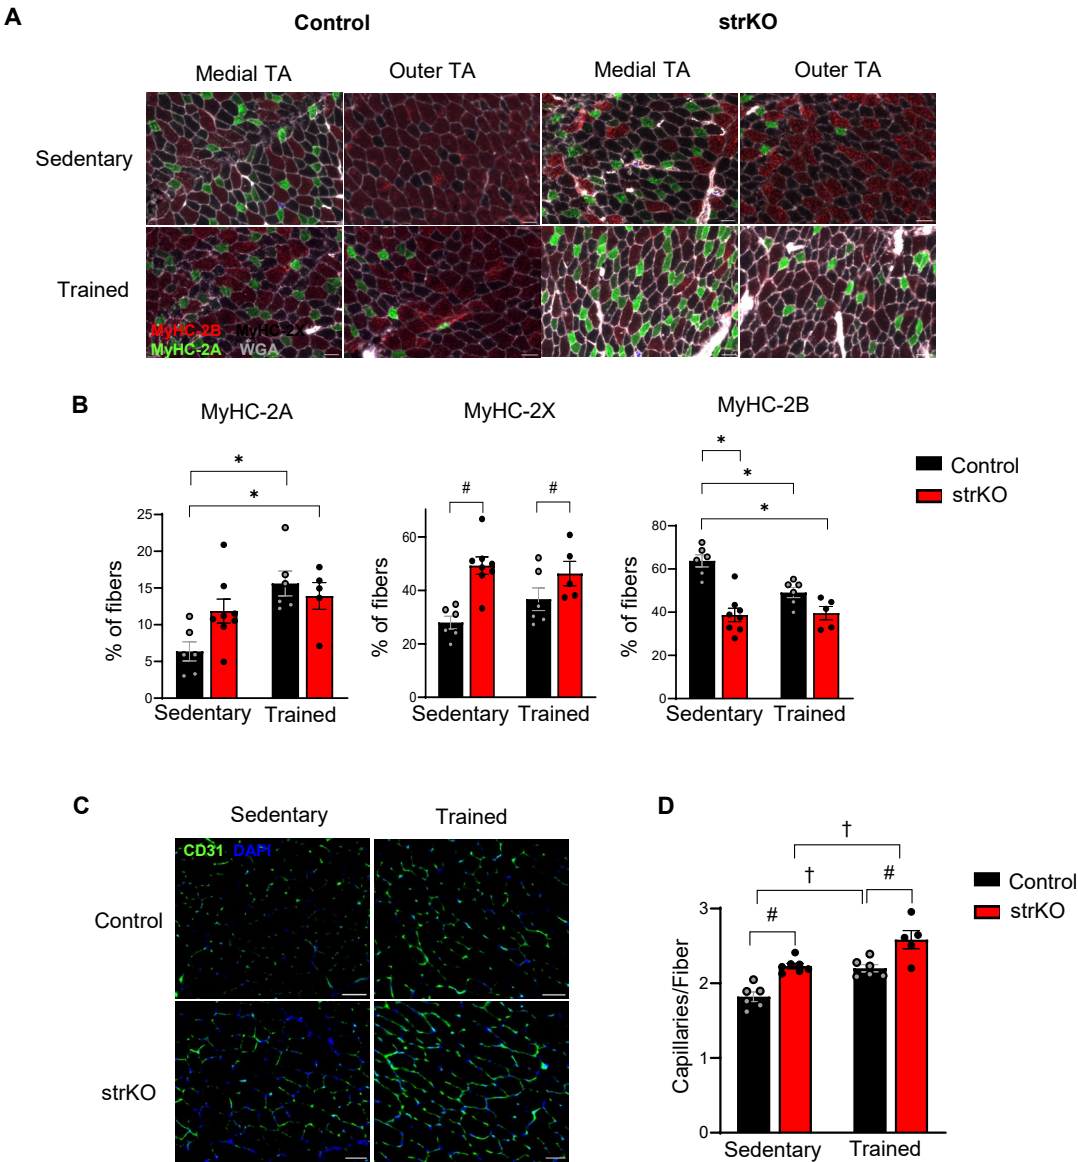

**Supplemental Figure 10. *strNrip1*<sup>-/-</sup> (strKO) mice display a shift in fiber type and increased angiogenesis.** (A) Fiber type staining of tibialis anterior (TA) muscle displaying outer and medial areas from 16-week-old male strKO sedentary, control sedentary, strKO trained, and WT control trained mice (n=5-8 mice per group). Scale bar: 50  $\mu$ m. (B) Quantification of myosin expression (MyHC-2A, MyHC-2X, and MyHC-2B) from TA fiber type images of male strKO sedentary, control sedentary, strKO trained, and WT control trained mice. (C) CD31 staining (green) in TA muscle from 16-week-old male strKO sedentary, control sedentary, strKO trained, and WT control trained mice (n=5-7 mice per group). Scale bar: 50  $\mu$ m. (D) Quantification of capillaries per muscle fiber from CD31 TA immunofluorescence images from strKO sedentary, control sedentary, strKO trained, and WT control trained mice (n=5-6 mice per group). Values are the mean  $\pm$  SEM. #P < 0.05 comparing genotypes and †P < 0.05 comparing training by 2-way ANOVA displaying main effects or \*P < 0.05 by Tukey's multiple-comparison test.

**Supplemental Table 1. qPCR primers.**

| Gene   | Forward                      | Reverse                  |
|--------|------------------------------|--------------------------|
| Acs11  | CGCCCATATGTTTGAGACCG         | GTCGTCCATAAGCAGCCTGA     |
| Bdnf   | TGGCCCTGCGGAGGCTAAGT         | AGGGTGCTCCGAGCCTTCCT     |
| Cd36   | TGGAGTGGTGATGTTTGTTGC        | AGCCAGTGATATGTAGGCTCA    |
| Chrna2 | AAAGTCACGCTTGCACTC           | GATGTTGCCAAACTCAGCCG     |
| Dgat2  | GCATTTGACTGGAACACGCC         | CTGGTGGTCAGCAGGTTGTG     |
| Dgat1  | GCGACGGCTACTGGGATCTG         | TGCATTACTCAGGATCAGCATCA  |
| Fabp3  | AAGTGGAACGGGCAGGAGA          | GAGGAGCGGGCGGTCAG        |
| Gk     | CCGTTACTCCACATGGAAGAAAGCTGTG | GCATCTTGAAATCCGTGAGGTGG  |
| Musk   | TGAGAACTGCCCTTGGAAC          | GGGTCTATCAGCAGGCAGCTT    |
| Nrip1  | GAGGCCCGGAGAATCTGAAG         | TTTCGTTGCTACCAAACGC      |
| Plin2  | GACCTTGTCCTCCGCTTAT          | CAACCGCAATTTGTGGCTC      |
| Plin5  | GGATCACTTCCTGCCCATGAC        | ATCCTCCACCGAACCCACTTC    |
| Pnpla2 | CAACGCCACTCACATCTACGG        | TGAAGGAGGGATGCAGAGGAC    |
| Scd1   | GCAAGGTAATGTGGCTTTGGCTGA     | TTAGCACTTGCCCATGTCTCTGGT |
| Wnt16  | AGTAGCGGCACCAAGGAGAC         | GAAACTTTCTGCTGAACCACATGC |
| Unc13c | TCTGACACCAAGACAATGTGC        | AGCAATATTTTCATGCAGGAGG   |

**Supplemental Table 2. ChIP-qPCR primers.**

| Gene         | Forward               | Reverse               |
|--------------|-----------------------|-----------------------|
| Dgat2        | CGCGCGCACTTTATAACCTC  | GGGAGTCTCACCCCCTACAA  |
| HNF $\alpha$ | TGGCCGTGAGCATCCTCTGCC | GCGTGGGTTGCGTTTGCCTGC |
| Wnt16        | AAGAAGCTCCTGGGCGAAAG  | GCAAGAAGGGGGTGTCTGA   |

# Supplementary material for: A role for the transcriptional coregulator RIP140 in the control of muscle endurance fitness
**Source:** JCI Insight. 2025 Oct 21;10(22):e192376. doi: 10.1172/jci.insight.192376

## Full Unedited blot for Figure 7A

### TA blot (MUSK)

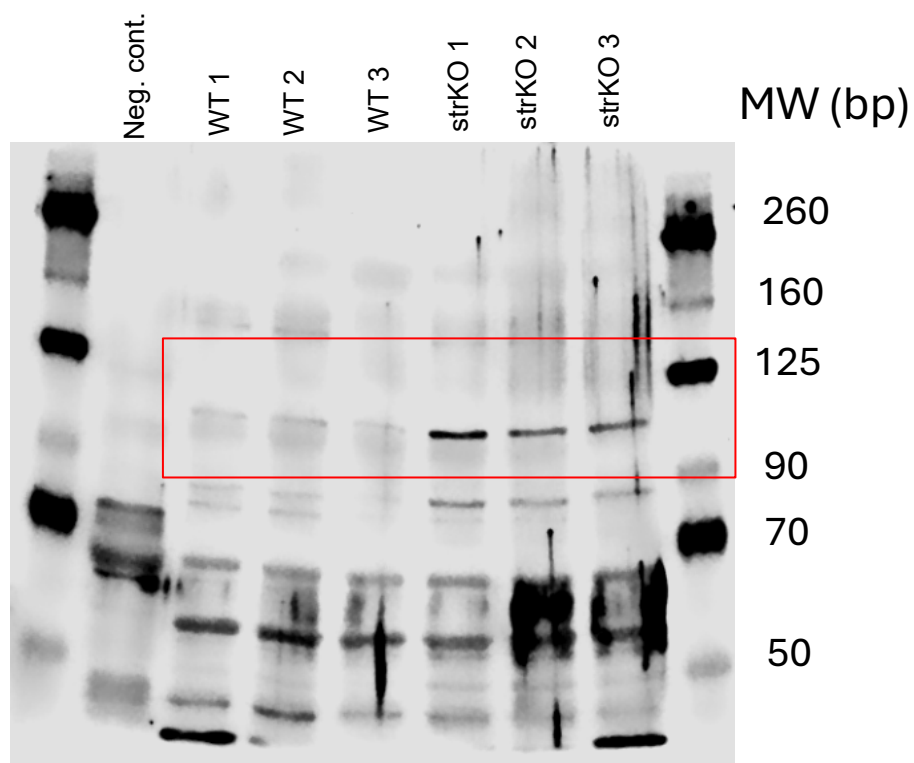

### TA blot ( $\alpha$ -Tubulin)

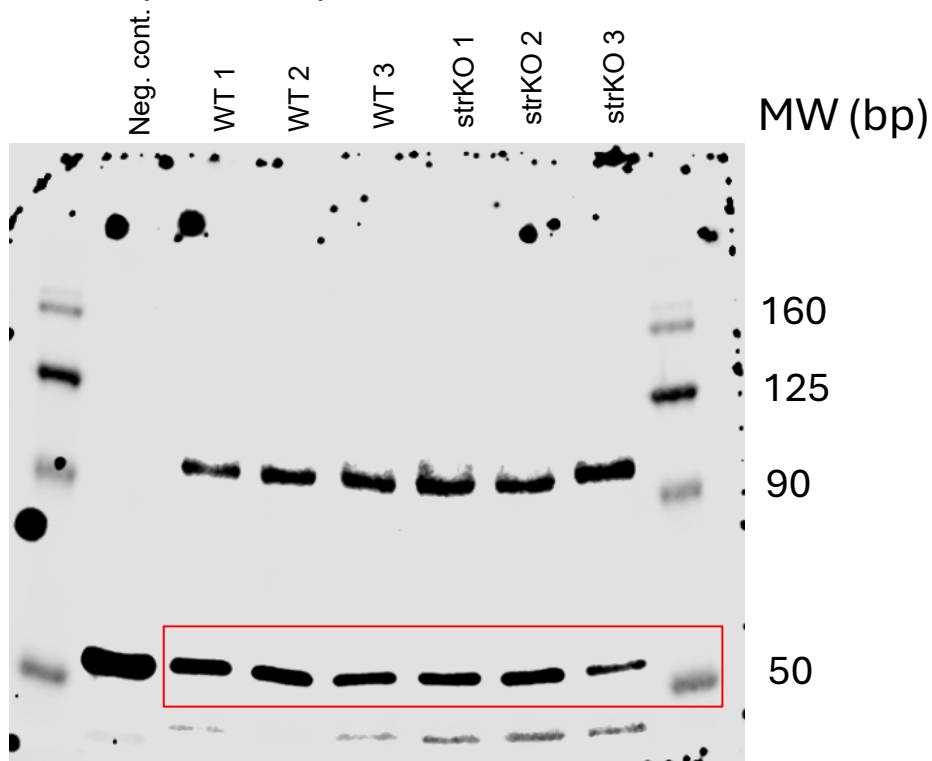

## Unedited blot for Supplemental Figure 4B

### Gastroc blot (RIP140)

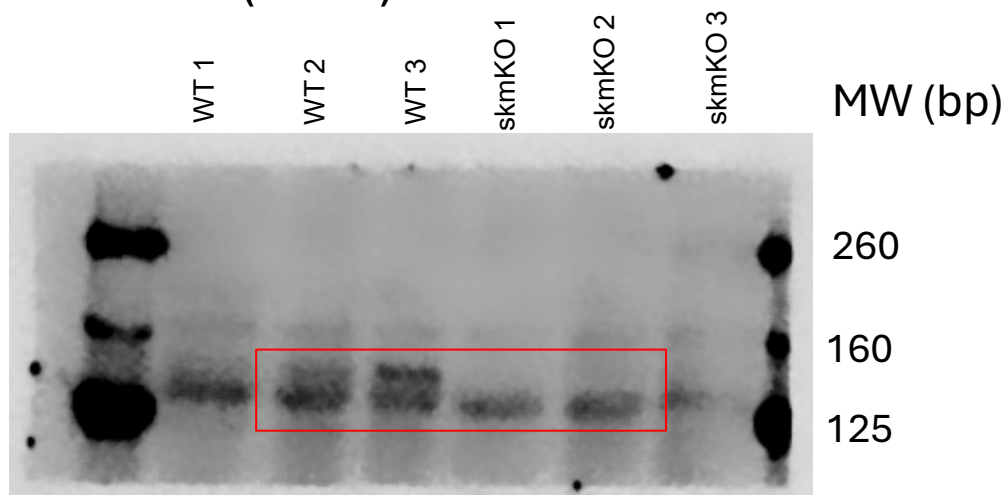

### Gastroc blot (Lamin A/C)

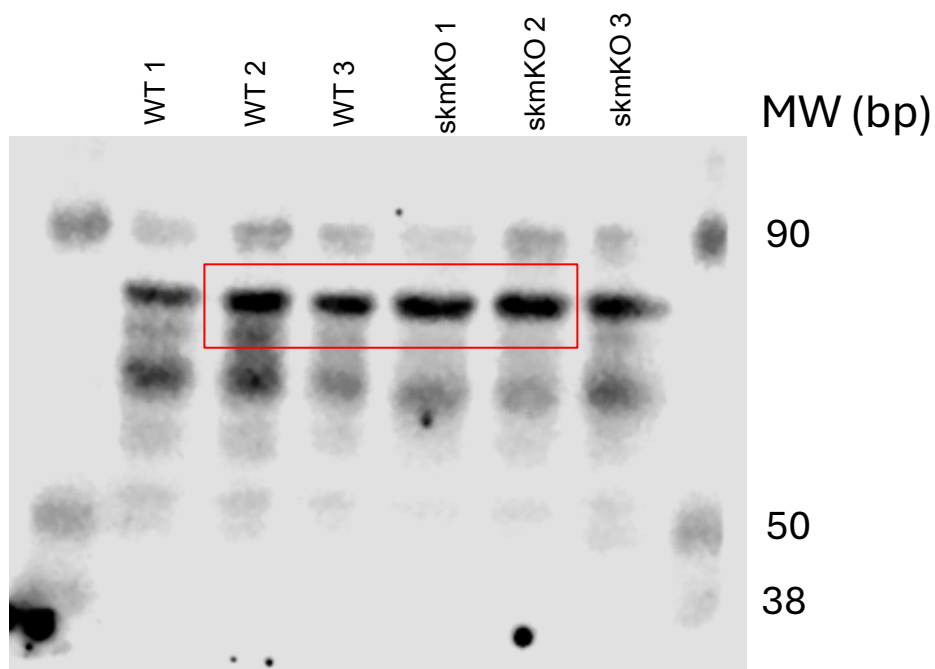

## Unedited blot for Supplemental Figure 4B

### Heart blot (RIP140)

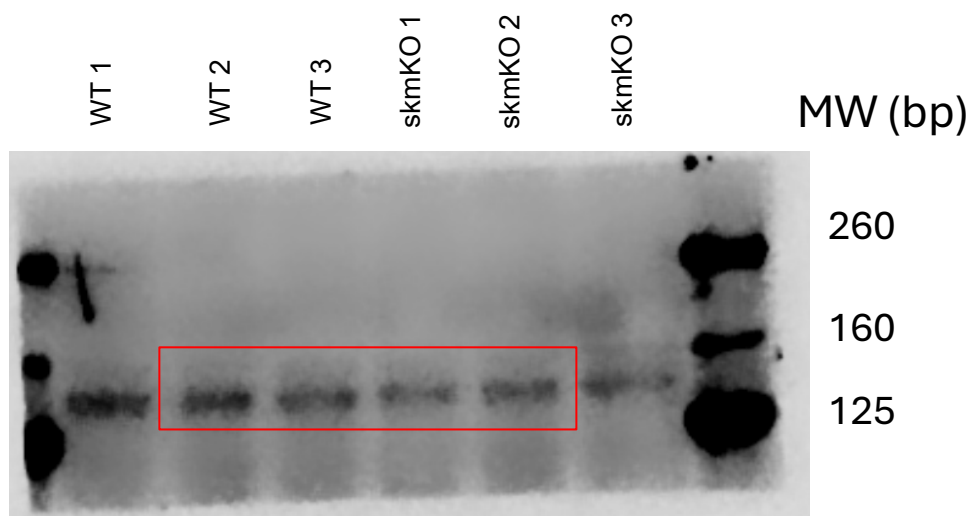

### Heart blot (Lamin A/C)

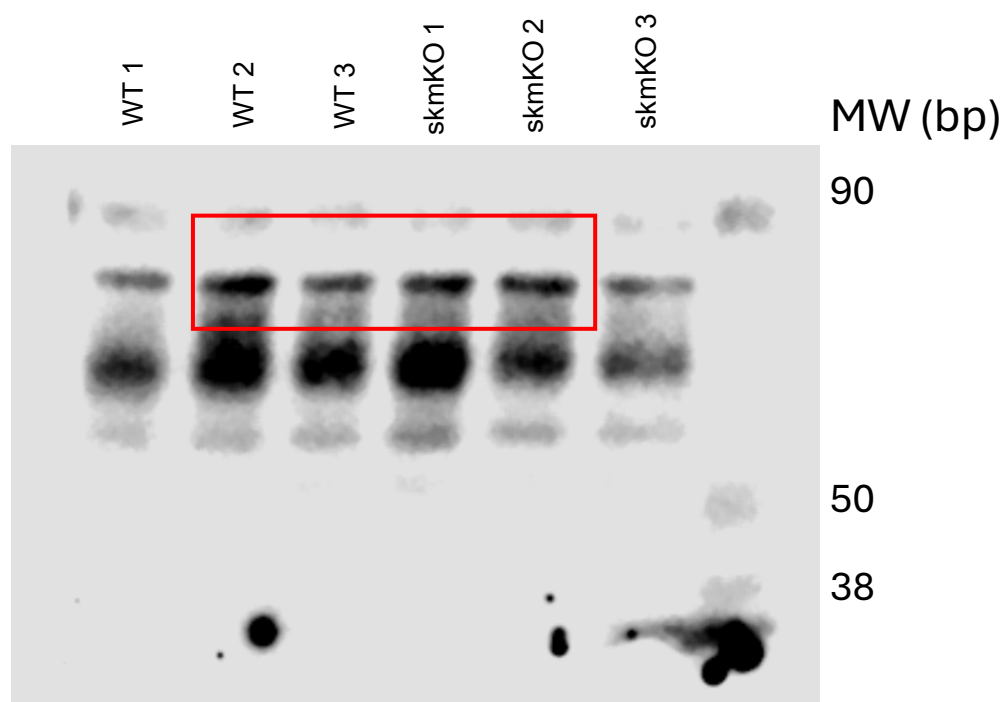

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

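The data are RNA-seq values from tibialis anterior (TA) muscle of 8-week-old sedentary male mice, in 3 libraries labelled WT control and 2 labelled skmNrip1-/-. The paper's legend gives 3 mice per group. Libraries were grouped by their labels in the public record, and each column of the table could be assigned to 1 library. The 150-bp paired-end reads were quantified by the authors with Salmon on the mm10 reference, and transcript values were summarized to genes with tximport. The authors deposited FPKM for each gene and library, but how they computed the FPKM, and from which annotation release, is not stated. The authors also deposited a log2 fold change and an adjusted p-value for each gene from DESeq2. Whether those log2 fold changes were shrunken is also not stated. From the values themselves, the deposited FPKM carry a scaling that gives each library the same median ratio to the genes' geometric mean. The p-values and log2 fold changes of the authors' deposited table were only compared with the values computed here and entered no test. Of the gene IDs, 16996 are in GENCODE M21 (GRCm38), 16919 of them with the same gene name, and that annotation gave positions, transcript lengths and GC content.

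Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on log2(FPKM + 0.1), with all 5 libraries in 1 fit, no covariates, and Benjamini-Hochberg adjustment over the 12148 genes with a mean of at least 0.5 FPKM. A gene was called at an adjusted p of 0.05 or less and a fold change of at least 1.2, the paper's thresholds. Gene lists were tested with limma's camera at a fixed inter-gene correlation of 0.01, with 2-sided p-values adjusted over 18 lists. Of these lists, 3 were copied from Figure 4D, and the others were written from the pathway names of Supplemental Figures 8 and 9. The median log2 fold change of the tested members is given for each list. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. The deposited FPKM are not counts, and the number of fragments per library is not in the table, so absolute depth is unknown and no counting intervals are given. The relative depth of the libraries was estimated from the commonest ratio between libraries of low FPKM values of genes with 1 transcript. This takes the genes at that ratio to have equal fragment numbers.

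The genes named in the text follow a rule. They are Nrip1, the genes labeled in Supplemental Figure 9A, and the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap. They also include the members of each list with the largest and smallest change, the genes the paper's text and Figure 4D name from RNA-seq, and Nnt, which the paper labels in EDL. Some genes that meet this rule are not reported here. Marker genes of blood, fat, nerve, endothelium, slow muscle, clock and sex, the other genes labeled in EDL, and the genes near Kcnk1 and Nnt were looked at beyond this rule. The lists of fasting and B-cell genes used in the additional observations were chosen after seeing the data.

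The grouping, thresholds, gene lists, naming rule and all alternatives except 2 were chosen before the data were examined. The alternatives were a pseudocount of 1 or 0.01, no minimum or a minimum of 1 on the mean FPKM, rescaling by the median of ratios or to TPM, eBayes without the trend or with robust estimation, the replicate number as a block, and leaving out each library in turn. For the calls, no threshold on fold change and an adjusted p of 0.01 or less were tried. For the gene lists, limma's fry, Fisher's exact test on the called genes, and for 5 lists the Reactome sets shipped with fgsea 1.28.0 were tried. For fast-twitch contraction that set was striated muscle contraction, and for the peroxisome it was peroxisomal lipid metabolism. The exceptions, chosen after seeing the data, were a GC adjustment that removed from each library its lowess trend (span 0.3) on transcript GC content, and for the potassium channels Fisher's exact test on the genes called higher, since the planned test took its direction from the sign of the median. The replicate numbers come from the labels in the public record, 2 of them are shared by the groups, and same-numbered libraries come from different mice. The limma and camera steps were tested on simulated data with 200 changed genes among the genes tested here. Of these 200, 170 were called in their direction (89 of 93 changed by 2 on the log2 scale, and 81 of 107 changed by 1), and 14 of 11928 unchanged genes were called. A list of 20 genes shifted by 0.5 had a camera p of 5e-17, and an unshifted list of 20 genes a p of 0.565. Each gene was simulated independently, so this does not test camera on lists of correlated genes. Apart from the shifted list, no change smaller than 1 on the log2 scale was simulated, so power for smaller changes is not shown. Exercise training, EDL sequencing, imaging and physiological measurements were not analysed here.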

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

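Most results in this part stood out because they lie in genes that the paper does not discuss in TA. There, the libraries labelled skmNrip1-/- were outside the WT control level. A result that runs against a label also stood out. The tests of exchanged labels, short Nrip1 transcripts, the segment around Nnt, feeding state and time of day were chosen after the result was seen. The GC adjustment and the list of B-cell genes were also chosen after seeing the data. Rescaling to TPM was an alternative set before the data were examined. Its use as a test of the mtDNA-encoded genes was chosen after their result was seen.

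Nrip1 was higher in the libraries labelled skmNrip1-/-, with a log2 fold change of 1.94 and a ratio of group mean FPKM of 3.80, although Cre should delete the exon that holds its coding sequence. The authors' deposited table also gives a rise of Nrip1, with a log2 fold change of 1.88 (adjusted p = 5.19e-16 from the authors' DESeq2). If the labels of the 2 groups were exchanged, most genes labeled in Supplemental Figure 8A would change opposite to EDL, but 15 of the 16 changed in the EDL direction, which goes against this explanation as far as the EDL labels are right. Deleting exon 4 could leave fragments assigned to short Nrip1 transcripts, whose small length raises FPKM. Of the 3 annotated transcripts without exon 4 sequence, 1 is shorter than the longest transcript by more than the rise, by a factor of 6.91. At annotated lengths, length alone would not give the rise for that transcript. Of the longest transcript, 3.20% lies outside exon 4, and those fragments alone, at the length of that short transcript, would give 0.221 of the FPKM. This does not exclude an effect of length. That short transcript lacks exon 3 of the longest, so not all those fragments lie in it. Transcripts that keep part of exon 4, the shortest of 432 nucleotides, were left out, and effective lengths were not used. The test did not follow fragments, and the table does not separate exons. The rise therefore cannot be told apart from fragments assigned to short Nrip1 transcripts once exon 4 is deleted, with or without a rise in their number. A biological rise of transcription from the Nrip1 promoter was not tested, and all directions in this part rest on the labels.

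The 13 mtDNA-encoded genes had a median log2 fold change of 0.56 in the libraries labelled skmNrip1-/- (adjusted p = 1.27e-07 from limma's camera), and all 13 were above 0. Their share of the FPKM sum was 47.2%, 50.7% and 45.4% in WT control replicates 1, 2 and 3, and 58.6% and 60.9% in replicates 1 and 2 labelled skmNrip1-/-. With fry in place of camera, the adjusted p was 0.0407. None of the 13 genes was called, and 8 had a p of 0.05 or less before adjustment. After the GC adjustment the median was 0.41, so GC content bias does not account for all of the rise. After rescaling to TPM it was 0.26, or 0.55 above the median of all genes at that scale, so the rise stays above 0 under either scaling of the libraries. Differences in RNA quality or poly(A) selection between the libraries were not tested, so the rise cannot be told apart from them, and no biological explanation is put forward.

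Gm2274, a gene the paper does not name, was listed at 1.42, 1.60 and 2.61 FPKM in WT control replicates 1, 2 and 3 and at 0 in both libraries labelled skmNrip1-/-, a log2 fold change of -4.26 on the scale with the pseudocount. It overlaps 1 gene on its strand, Cphx3, so the fall cannot be told apart from reads shared with an overlapping gene or an identical copy.

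Ighm had an FPKM of 22.1, 12.2 and 15.2 in WT control replicates 1, 2 and 3, and 2.98 and 4.57 in replicates 1 and 2 labelled skmNrip1-/-, a log2 fold change of -2.09 (adjusted p = 0.0475 from limma). If there were fewer B cells in the libraries labelled skmNrip1-/-, most of 6 other B-cell genes would be lower too. Of these 6, 2 (Jchain and Cd79a) were lower with libraries that did not overlap, where chance gives 10%, 1 (Ms4a1) was higher and 3 overlapped. Of the 6 genes, 5 are under the FPKM minimum, so the fall of Ighm cannot be told apart from fewer B cells in these libraries. No biological explanation was tested.

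Srebf1 was lower in the libraries labelled skmNrip1-/-, with an FPKM of 16.3, 10.9 and 15.7 in WT control replicates 1, 2 and 3 and 4.51 and 5.08 in replicates 1 and 2 labelled skmNrip1-/-, a log2 fold change of -1.53 (adjusted p = 0.0394 from limma). It was taken as a gene that responds to feeding, so a different feeding state at harvest is a candidate explanation. Of 12 other genes listed as changing with fasting, 2 moved in the fasting direction with libraries that did not overlap, where chance gives 10%, 3 moved in the opposite direction and 7 overlapped. For the time of day at harvest, 2 of 10 clock genes had libraries that did not overlap, the 20% that chance gives. The fasting genes moved in both directions, so they give no clear sign of a different feeding state and do not exclude it. The clock genes stayed at the chance rate, which gives no sign of a different time of day and does not exclude it. Srebf1 remained called after the GC adjustment. Other differences between the mice or libraries were not tested, so a link to the deletion of Nrip1 stays a hypothesis found in these data, and it rests on the labels.

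Nnt, which the paper labels in EDL but does not discuss in TA, had an FPKM of 11.8, 8.16 and 3.80 in WT control replicates 1, 2 and 3, and 43.5 and 42.1 in replicates 1 and 2 labelled skmNrip1-/-. Its log2 fold change was 2.56 (adjusted p = 0.0953 from limma), and it was not called, while the authors' deposited table gives 1.93 (adjusted p = 7.69e-04 from the authors' DESeq2). The paper's methods name more than 1 strain in the breeding, so a strain difference in a chromosome segment around Nnt is a possible explanation. Of the 7 tested genes within 2 Mb of Nnt, 0 were called and 0 had a p of 0.05 or less before adjustment. The rise therefore cannot be told apart from a variant in Nnt alone. The table also lists Nnt under another ID at nearly the same position, with libraries that overlapped, and reads shared between the 2 entries were not separated.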

How the results depend on the processing

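Of 18 gene lists, 5 kept their direction and their side of the threshold under every alternative run. Their median log2 fold change ranged from 0.11 to 0.46 for the TCA cycle and from 0.36 to 0.73 for fatty acid beta-oxidation. For the genes of Fig. 4D it ranged from 0.15 to 0.54 for lipid dynamics, from 0.65 to 1.09 for NMJ and from -0.37 to -0.01 for angiogenesis, a list that never passed the threshold. Another 2 lists, branched-chain amino acid degradation and the mtDNA-encoded genes, changed only with Fisher's exact test, which cannot pass for a list with 0 called genes. Ubiquinone biosynthesis, which also has 0 called genes, left its side of the threshold only with that test. Of 121 named genes other than Nrip1, 69 showed no change. Rescaling by the median of ratios could not move the results, because the deposited values already carry it, and robust estimation cannot move camera. Leaving out a library labelled skmNrip1-/- leaves 1 in that group, so those fits give values with no test or calls. The cause of the changes below was not tested unless a value is given for it.

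After rescaling to TPM, 29 genes were higher and 59 lower, so that 33.0% of the calls were higher against 81.8% without it, and 36 of the 55 calls remained. This rescaling lowers nearly all log2 fold changes by the same amount, and small positive values became negative. It divides each library by its FPKM sum. The mtDNA-encoded genes made 45.4% to 50.7% of that sum in WT control libraries, and 58.6% and 60.9% in those labelled skmNrip1-/-. A larger mtDNA share lowers all other genes at this scale, so a negative value there does not by itself show a fall. The median was -0.21 for complex I, -0.076 for complex III, -0.11 for complex IV, -0.13 for the ATP synthase and -0.18 for the peroxisome, and that of the potassium channels was -0.26, which passed the threshold but lies 0.034 above the median of all genes at that scale. The named genes that reversed were Acacb (-0.13), Atp5g2 (-0.26), Cox5b (-0.26), Eci1 (-0.081), Elk3 (-0.22), Epas1 (-0.18), Flt4 (-0.27), Hk2 (-0.27), Hsd17b10 (-0.26), Inppl1 (-0.24), Jup (-0.17), Myh1 (-0.25), Pde4a (-0.033), Pdgfrb (-0.26), Plcd1 (-0.20), Plk2 (-0.097), Sdhc (-0.17) and Uqcrh (-0.23). Of the other named genes, 5 became stronger and 2 weaker.

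Without the trend in eBayes, 22 genes were higher and 3 lower, 24 of the 55 calls remained, and Nrip1, at 1.94, was no longer called. At an adjusted p of 0.01 or less, 14 were higher and 3 lower. The median of the potassium channels changed sign with a pseudocount of 1 (0.030), with no filter on low FPKM (0.012) and with a mean FPKM of at least 1 (0.050), where it passed the threshold. Among the named genes tested, 2 became stronger with a pseudocount of 1, 3 weaker with a pseudocount of 0.01, 3 weaker with no filter, 1 stronger with a mean FPKM of at least 1, 4 weaker without the trend and 1 stronger with robust estimation. Calls ranged from 38 to 55 higher and from 7 to 11 lower under the pseudocounts, filters and robust estimation.

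With fry in place of camera, the medians are the same, but these lists were no longer past the threshold: complex I (0.088), complex III (0.22), complex IV (0.19), ATP synthase (0.17), peroxisome (0.12), PPAR signaling (0.41), glycolysis (-0.37) and fast-twitch contraction (-0.36). Fry keeps the correlation between the genes of a list, which camera fixes at 0.01. With Fisher's exact test in place of camera, which counts only called genes, the same lists and those of ubiquinone biosynthesis (0.39), branched-chain amino acid degradation (0.31) and the mtDNA-encoded genes (0.56) were no longer past it; all of these but PPAR signaling have 0 called genes, so their outcome was fixed. For the potassium channels (-0.0045), that test took the genes called lower, of which there are 0, while the test of those called higher, chosen after seeing the values, passed the threshold. With Reactome sets, glycolysis (-0.15) and fast-twitch contraction (-0.10) were no longer past it, and fatty acid beta-oxidation and the peroxisome were. The set used for fast-twitch contraction was striated muscle contraction, which is not limited to fast-twitch genes. The Reactome set of the TCA cycle gave the same values as the written list, so it could not move that result.

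With the GC adjustment, chosen after seeing the data, 44 genes were higher and 9 lower. The median changed sign for the potassium channels (0.061, past the threshold) and for slow-twitch contraction (0.0091), and the log2 fold change for Dgkz (0.011), Pigs (0.063), Plscr3 (0.068) and Ttc7 (0.0027). Of the other named genes, 2 became weaker.

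With the replicate number as a block (replicate block), 18 genes were higher and 4 lower, and 16 of the 55 calls remained. Nrip1 was at 1.98 and not called, the median of the potassium channels was 0.012 and that of slow-twitch contraction 0.15, past the threshold, and Myh2 (0.49) and Pigs (0.0069) changed sign. Among the other named genes, 8 were no longer past the threshold and 2 newly passed it. The correlation of the deviations of same-numbered libraries, which come from different mice, was 0.0647 and 0.0952 for replicate numbers 1 and 2. WT control replicate 3 has no partner, so its value does not enter the log2 fold changes of this fit.

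Across the 3 fits that each left out one WT control library, from 17 to 51 genes were higher and from 2 to 15 lower. Across the 5 fits that each left out one library, the log2 fold change of Nrip1 ranged from 1.74 to 2.09. Without WT control replicate 3, Nrip1 was not called (adjusted p = 0.146 from limma). The median ranged from -0.036 to 0.20 for complex I, from 0.089 to 0.30 for complex IV and from 0.042 to 0.22 for the ATP synthase. Without WT control replicate 2, these lists were no longer past the threshold (adjusted p = 0.538, 0.0986 and 0.0884 from camera). The median ranged from 0.34 to 0.42 for ubiquinone biosynthesis, from 0.055 to 0.21 for the peroxisome and from -0.051 to 0.093 for the potassium channels. It ranged from -0.091 to 0.29 for slow-twitch contraction and from -0.48 to -0.17 for fast-twitch contraction. For complex III it ranged from 0.12 to 0.31, and for PPAR signaling from 0.25 to 0.62. Named genes that changed sign in at least 1 of these fits ranged from -0.061 to 0.10 (Atp5g2), -0.087 to 0.16 (Cox5b), -0.44 to 0.16 (Efnb2), -0.014 to 0.025 (Flt4), -0.12 to 0.18 (Hk2), -0.039 to 0.12 (Hsd17b10), -0.24 to 0.078 (Mmrn2), -0.11 to 0.16 (Myh1), -0.66 to 0.49 (Myh2), -0.080 to 0.15 (Pdgfrb), -0.10 to 0.026 (Pigs), -0.11 to 0.10 (Plscr3), -0.16 to 0.0075 (Sp100), -0.28 to 0.0012 (Tnnt3), -0.28 to 0.058 (Ttc7) and -0.0098 to 0.20 (Uqcrh). In the other fits of the named genes that left out a library, 16 values were weaker, 5 stronger and 21 moved.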

Differences from the paper's values

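The paper's volcano plot shows about 300 genes higher in skmNrip1-/- TA in Supplemental Figure 9A, read by eye, and the limma test on the deposited FPKM called 45. For genes lower, it shows about 150 in Supplemental Figure 9A, read by eye, and 10 were called here. None of the alternatives set before the data were examined closed either gap. They gave from 14 to 55 genes higher and from 2 to 59 lower. The GC adjustment, chosen after seeing the data, gave 44 and 9 and did not close the gaps either.

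The paper labels Gm12671, Rsc1a1, Gm2436 and Fgfbp3 as lower in skmNrip1-/- TA. None of them was called lower here under any setting. Here the log2 fold change was -6.30 for Gm12671 (adjusted p = 0.476 from limma), -1.57 for Rsc1a1 (adjusted p = 0.750 from limma) and -1.77 for Gm2436 (adjusted p = 0.743 from limma), and Fgfbp3 was under the FPKM minimum. The paper lists potassium channel complexes among the compartments enriched in genes that rose. For the 27 potassium channel genes the median log2 fold change was 0.00 here, with 2 called higher, and the list was not past the threshold. With a mean FPKM of at least 1, an alternative set before the data were examined, the median was 0.05 with an adjusted p of 0.0274 from limma's camera. With the GC adjustment, chosen after seeing the values, it was 0.06 with an adjusted p of 0.0295 from camera. The adjusted p of this list ranged from 4.29e-04, after rescaling to TPM with a median of -0.26, or 0.034 above the median of all genes at that scale, to 0.310 without WT control replicate 1, leaving out Fisher's exact test, whose planned form took the genes called lower, of which there are 0. Fisher's exact test of the genes called higher, chosen after seeing the values, gave an adjusted p of 0.0160 for this list. The paper's legend gives a larger number of mice in the skmNrip1-/- group than the 2 libraries labelled skmNrip1-/- in the table. The paper describes these mice as lacking Nrip1 in muscle, and Nrip1 FPKM rose in the libraries labelled skmNrip1-/-. The paper rests this on Nrip1 expression and a western blot of its protein, in gastrocnemius and heart. Gene-level FPKM in TA do not test that evidence.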

Other observations

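In this part, the tests of other splits and of reads shared by the labeled genes that fell were chosen only after the result was seen. So were those of transcription past the end of Kcnk1 and of slow muscle tissue. The test of whole neighbourhoods was not. The test of GC content rests on the GC adjustment, which was chosen after seeing the data.

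Of the 10 splits of the 5 libraries into 2 and 3, 1 gave as many called genes as the labelled split, which is that split itself. The other 9 gave 0 to 3 called genes. Before adjustment, the split of WT control replicates 1 and 3 against the rest gave 1775 genes with a p of 0.05 or less, more than the 1445 of the labelled split. With 10 splits the share cannot fall under 0.1 whatever the calls, so this test cannot decide on a chance difference between libraries. Of the 16 genes labeled in Supplemental Figure 8A, 15 changed in the EDL direction with libraries that did not overlap, where chance gives 10%. This argues against a chance difference for those genes and leaves the other called genes undecided. The log2 fold change was correlated with transcript GC content across 12138 genes (Spearman rho = -0.298), and with the length of the longest transcript at 0.0987, where genes are not independent replicates. After the GC adjustment, 50 of the 55 called genes remained called, which goes against GC content bias between the libraries as the source of most calls.

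The 4 labeled genes of Supplemental Figure 9A that fell were listed at 0 in both libraries labelled skmNrip1-/-. Of these, 2 have an overlapping gene or equal values: Rsc1a1 lies within Ddi2, and Gm12671 has the same values as Gm10359. Reads were not examined. For these genes the pattern cannot be told apart from reads shared with an overlapping gene or an identical copy.

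Within 500 kb of Kcnk1, 6 other genes were tested. Pcnx2, on the other strand, was called higher in the libraries labelled skmNrip1-/- with a log2 fold change of 2.20. Transcription running past the end of Kcnk1 would raise only genes downstream on its strand. Coa6, the gene tested there, had a log2 fold change of -0.16 with libraries that overlapped. It lies 391830 bp away, so it cannot decide on the sequence next to Kcnk1. Pcnx2 is not downstream, so its rise goes against this explanation for that gene. In all, 3 genes upstream or on the other strand had both libraries labelled skmNrip1-/- above every WT control library, where chance gives 10%, but Map10 (0.09) and Ntpcr (0.37) changed little, and of the 6 genes only Pcnx2 had a p of 0.05 or less before adjustment. Around the 44 other called genes that rose, the 467 tested genes within 500 kb had a median log2 fold change of -0.03, at percentile 0.35 of 10000 random lists matched on mean expression, which goes against a rise of whole neighbourhoods around the called genes. A shared regulator of Kcnk1 and Pcnx2 was not tested. These genes were chosen after their values were seen.

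Myl2 had a log2 fold change of 3.46 (adjusted p = 0.127 from limma) in the libraries labelled skmNrip1-/- and was not called. If slow muscle tissue in the libraries labelled skmNrip1-/- were the cause, all 6 slow muscle marker genes would be higher in both, but 1 of them, Myl2 itself, was, where chance gives 10%, and Myl3 fell, with a log2 fold change of -1.24. The markers therefore go against slow muscle tissue as the source of Myl2, and no biological explanation was tested. Myh2, Myh4 and Myh1 had log2 fold changes of -0.18, -0.21 and 0.05, all with libraries that overlapped. The sign for Myh2 rests on WT control replicate 3. Its FPKM was 223, 333 and 1102 in WT control replicates 1, 2 and 3, and 363 and 406 in replicates 1 and 2 labelled skmNrip1-/-. Leaving out each library in turn, its log2 fold change ranged from -0.66 to 0.49, so no direction is read from it.

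Figure 4D is about sedentary and trained strNrip1-/- EDL, and its genes were looked at in sedentary TA. Of 26 angiogenesis genes tested, 0 were called and 5 had a p of 0.05 or less before adjustment. Their median log2 fold change was -0.07 (adjusted p = 0.717 from limma's camera). Both libraries labelled skmNrip1-/- were above every WT control library for 4 of these genes and below for 6, where chance gives 10% each. Vegfa (0.35), Egln1 (0.40), Fgfbp1 (1.14) and Atp5b (0.38) had libraries that did not overlap, and Plk2, Epas1 and Tie1 had libraries that did. The median was 0.45 for 20 lipid dynamics genes (adjusted p = 2.08e-09 from camera). Of these, 2 were called and 12 had a p of 0.05 or less before adjustment. It was 0.95 for 19 NMJ genes (adjusted p = 8.06e-20 from camera). Of these, 2 were called and 16 had a p of 0.05 or less before adjustment. All 19 had both libraries labelled skmNrip1-/- above every WT control library. With fry in place of camera, the adjusted p was 0.0197 for the lipid dynamics list and also for the NMJ list. With adjustment over each list alone, 10 lipid dynamics, 16 NMJ and 0 angiogenesis genes were called higher. Chrna4 had a log2 fold change of 2.54 and was called. Musk, at 1.20, was not called, while the authors' deposited table gives it 1.02 (adjusted p = 1.04e-04 from the authors' DESeq2). Chrna2, Unc13c and Wnt16 were under the FPKM minimum. With no filter on low FPKM, Chrna2 (adjusted p = 0.0438 from limma) and Unc13c (adjusted p = 0.0198 from limma) were called higher, and Wnt16 was not (adjusted p = 0.213 from limma). Their mean FPKM in WT control TA and in the libraries labelled skmNrip1-/- was 0.0690 and 0.762 for Chrna2, 0.0340 and 0.901 for Unc13c, and 0.134 and 0.428 for Wnt16, and the libraries did not overlap. The authors' deposited table gives a log2 fold change of 3.15 for Chrna2 (adjusted p = 4.26e-09 from the authors' DESeq2), 3.90 for Unc13c (adjusted p = 3.52e-05) and 0.13 for Wnt16 (adjusted p = 0.291), which it does not call.

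Of 5 blood marker genes, the 4 hemoglobin genes had both libraries labelled skmNrip1-/- above every WT control library, where chance gives 10%, with log2 fold changes from 0.49 to 0.55, and none was called, while 3 of them had a p of 0.05 or less before adjustment.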
